# Overexpression of miRNA-25-3p inhibits Notch1 signaling and TGF-β-induced collagen expression in hepatic stellate cells

**DOI:** 10.1038/s41598-019-44865-1

**Published:** 2019-06-12

**Authors:** Berit Genz, Miranda A. Coleman, Katharine M. Irvine, Jamie R. Kutasovic, Mariska Miranda, Francis D. Gratte, Janina E. E. Tirnitz-Parker, John. K. Olynyk, Diego A. Calvopina, Anna Weis, Nicole Cloonan, Harley Robinson, Michelle M. Hill, Fares Al-Ejeh, Grant A. Ramm

**Keywords:** Mechanisms of disease, Liver fibrosis

## Abstract

During chronic liver injury hepatic stellate cells (HSCs), the principal source of extracellular matrix in the fibrotic liver, transdifferentiate into pro-fibrotic myofibroblast-like cells - a process potentially regulated by microRNAs (miRNAs). Recently, we found serum miRNA-25-3p (miR-25) levels were upregulated in children with Cystic Fibrosis (CF) without liver disease, compared to children with CF-associated liver disease and healthy individuals. Here we examine the role of miR-25 in HSC biology. MiR-25 was detected in the human HSC cell line LX-2 and in primary murine HSCs, and increased with culture-induced activation. Transient overexpression of miR-25 inhibited TGF-β and its type 1 receptor (TGFBR1) mRNA expression, TGF-β-induced Smad2 phosphorylation and subsequent collagen1α1 induction in LX-2 cells. Pull-down experiments with biotinylated miR-25 revealed Notch signaling (co-)activators ADAM-17 and FKBP14 as miR-25 targets in HSCs. NanoString analysis confirmed miR-25 regulation of Notch- and Wnt-signaling pathways. Expression of Notch signaling pathway components and endogenous Notch1 signaling was downregulated in miR-25 overexpressing LX-2 cells, as were components of Wnt signaling such as Wnt5a. We propose that miR-25 acts as a negative feedback anti-fibrotic control during HSC activation by reducing the reactivity of HSCs to TGF-β-induced collagen expression and modulating the cross-talk between Notch, Wnt and TGF-β signaling.

## Introduction

Hepatic stellate cells (HSCs) are one of the major players in fibrotic processes associated with wound healing in chronic liver injury. In the healthy organ they are part of the non-parenchymal cell population occupying the space of Disse between hepatocytes and sinusoidal endothelial cells. Despite their well-described role as vitamin A storing cells, HSCs are also involved in the regulation of sinusoidal blood pressure, immune cell modulation and liver homoeostasis^1^. Upon activation resulting from tissue damage, inflammation and concomitant soluble mediators such as transforming growth factor beta (TGF-β), HSCs transdifferentiate into myofibroblast-like cells exhibiting proliferative, contractile and fibrogenic properties, becoming the major source of fibrillary collagens (I and III) in the fibrotic liver^2^. HSCs also engage in complex cross-talk with adjacent cells to promote fibrosis progression. As part of their phenotypic morphogenesis during activation, fundamental changes in gene expression patterns and intracellular signaling pathways occur^3–6^. One of the most studied pathways is the TGF-β signaling pathway which acts as an autocrine feedback loop to stimulate collagen expression in activated HSCs^7^. Components of the Wnt and Notch pathways are also differentially expressed in activated compared to quiescent HSCs^8,9^ and cross-talk between both pathways is emerging as a key regulatory mechanism in liver fibrogenesis^10,11^. However, the mechanisms coordinating the interaction between the different signaling pathways regulating HSC activation have not been examined in great detail. In this regard, the recent emergence of microRNAs, which are able to fine-tune gene expression, raises a novel approach to investigate and manipulate mechanisms of HSC activation^12^.

MicroRNAs (miRNAs) are 18–24 nucleotide RNAs that modulate gene expression by targeting specific mRNAs via complementary base-pair binding. Canonically, miRNAs interact with the 3′ untranslated region (UTR) of their target mRNAs in cytoplasmic RNA-induced silencing complexes (RISC) to repress translation and/or induce degradation^13^. MiRNA can also induce gene expression by binding outside the 3′UTR^14^. Importantly, miRNAs not only affect their cell of origin, they can also be transported via extracellular vesicles to other target cells within the body, acting via paracrine and endocrine cell-cell-communication processes^15,16^. With over 2500 human miRNAs described^17^, and up to hundreds of potential mRNA targets each^18^, miRNAs have been implicated in a number of different molecular and cellular pathways of chronic liver disease pathobiology. Specifically, several miRNAs, e.g. miR-122 and miR-21 have been shown to play a role in the development of liver fibrosis, regulating processes including tissue inflammation, cell apoptosis, as well as activation of HSCs^19^. Moreover, due to a disease-dependent release into the blood stream and their relative stability in serum, miRNAs are potential non-invasive biomarkers for the detection of liver disease severity and carcinogenesis^20^.

We have recently demonstrated an increased abundance of miRNA-25-3p (miR-25) in serum of children with cystic fibrosis (CF) who have no liver disease involvement, compared to both CF children with liver disease and healthy individuals^21^. This led us to propose that miR-25 may play a role in regulating the development of liver disease, via repression of pro-fibrogenic pathways in HSCs and other liver cells. Although miR-25 expression in liver tissue has mainly been investigated in the context of cancer, where it has been shown to tissue-dependently promote or inhibit cancer development^22,23^, there is evidence for anti-fibrotic effects in other organs. Caskey and colleagues described a negative correlation between miR-25 and collagen I expression in a skin injury model in diabetic mice^24^, and downregulation of collagen expression by transfection with miR-25 was shown in cardiac fibroblasts^25^.

In the current study we investigated the expression of miR-25 during HSC activation and its impact on activation-related genes and signaling pathways. We demonstrated that miR-25 overexpression in HSCs diminishes expression of the sheddase A Disintegrin And Metalloproteinase 17 (ADAM-17) and the γ-secretase co-activator FK506 Binding Protein 14 (FKBP14), leading to inhibition of downstream Notch, TGF-β and Wnt signaling. As a result, HSCs become less sensitive to TGF-β stimulation, with resultant decreased collagen expression. At the same time miR-25 was upregulated in primary HSCs after culture-induced and *in vivo* activation and in liver tissue of mice with hepatic fibrosis. Therefore, we suggest that miR-25 expression is part of a negative feedback loop during liver fibrosis that dampens the responsiveness of HSCs to persistent fibrotic stimuli and therefore mitigates excessive collagen secretion.

## Results

### MiR-25 overexpression decreases TGF-β signaling in the human HSC cell line LX-2

To investigate the endogenous expression of miR-25 and its localization in human HSCs, we performed fluorescence *in-situ* hybridization (FISH) experiments in the activated human HSC cell line, LX-2 (Fig. 1A). Confocal microscopy showed strong punctate staining for miR-25 in the cytoplasm, possibly corresponding to RISC complexes, as well as diffuse staining in the nuclei (Fig. 1A upper panels). The control probe, comprising a scrambled miR-25 sequence, revealed no positive staining (Fig. 1A, lower panels).

**Figure 1:**
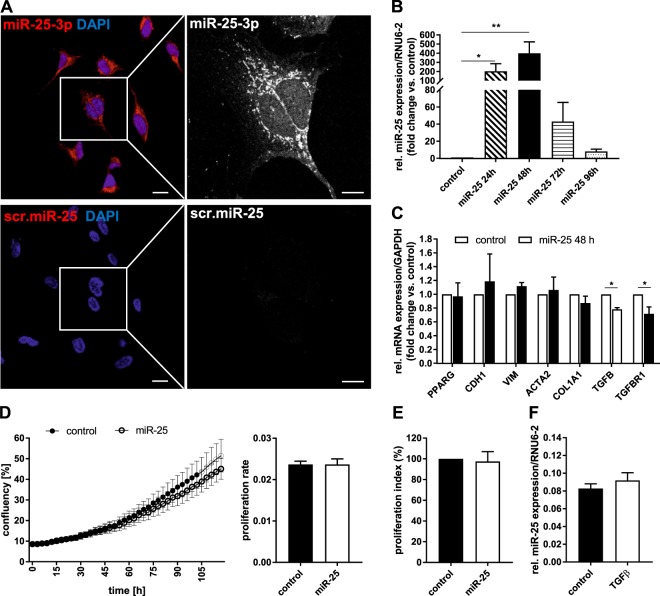
*In vitro* analysis of the effect of miR-25 overexpression on the activation status of human hepatic stellate cells (HSCs). (**A**) *In situ* hybridization of LX-2 cell line with DIG-labeled miR-25 specific probes (red). A scrambled miR-25 probe was used as negative control (scale bar: left panel 100 µm, right panel 10 µm). (**B**) Relative quantification of miR-25 expression 24, 48, 72 and 96 h after transfection of LX-2 cells with miR-25 mimics (n = 3–4). (**C**) Analysis of relative mRNA expression of different HSC marker for quiescence (PPAR-γ (PPARG), E-cadherin (CDH1)) and activation (vimentin (VIM), αSMA (ACTA2), collagen 1a1 (COL1a1), TGF-β1 (TGFB)) as well as TGF-β receptor type 1 (TGFBR1) in miR-25 over-expressing compared to control miR transfected cells 48 h after transfection (n = 5–7). Proliferation analysis using Incucyte confluency measurement (n = 3) (**D**) or MTT assay (n = 5) (**E**) in control and miR-25 over-expressing LX-2 cells. (**F**) Relative quantification of miR-25 expression in untreated and TGF-β treated (5 ng/ml for 24 h) LX-2 cells (n = 5). (*p < 0.05 vs control).

To examine the function of miR-25, we conducted transient overexpression of miR-25 mimic (small RNA duplexes that imitate the mature miRNA molecule) in LX-2 cells. We were able to further increase the endogenous miRNA expression up to 400-fold (48 h after transfection) compared to control-transfected samples at the same time point (Fig. 1B). This increased expression of exogenous miR-25 was evident up to 96 h after a single transfection with a marked decrease after 48 h (Fig. 1B). Overexpression of miR-25 had no significant effect on the expression of HSC quiescence (Peroxisome proliferator-activated receptor gamma (PPAR-γ) [*PPARG*], E-cadherin [*CDH1*]) or activation (vimentin [*VIM*], alpha smooth muscle actin (αSMA) [*ACTA2*], collagen 1a1 [*COL1A1*]) markers examined by qRT-PCR when compared to LX-2 cells transfected with control miR (Fig. 1C), nor on the proliferation rate of the cells, as assessed by growth rate (confluency) measurements (Fig. 1D) and metabolic activity (MTT assay) (Fig. 1E). However, the mRNA expression of TGF-β and its type 1 receptor [*TGFBR1*] were significantly reduced in miR-25 overexpressing LX-2 cells (Fig. 1C). Treatment with the HSC activator TGF-β (5 ng/ml) for 24 h did not change miR-25 expression in LX-2 cells (Fig. 1F). To assess whether the downregulation of transforming growth factor beta receptor type 1 (TGF-βRI) has a functional impact on TGF-β-induced HSC activation, we stimulated LX-2 cells with increasing concentrations of recombinant TGF-β1 and measured the expression of the HSC activation marker *ACTA2* and *COL1A1* mRNA by qRT-PCR. MiR-25 overexpression resulted in an inhibition of TGF-β-induced collagen 1a1 (*COL1A1*) expression (Two-way ANOVA, p < 0.0001), whereas TGF-β-induced αSMA (*ACTA2*) mRNA upregulation was not affected (Fig. 2A). We further investigated the potential inhibitory mechanism of miR-25 on TGF-β signaling by assessing TGF-β-induced phosphorylation of Mothers against decapentaplegic homolog 2 (SMAD2) and 3 proteins by Western blot analysis, both downstream signaling molecules of the TGF-β receptor. The ratio of phosphorylated SMAD2 (P-SMAD2) to total SMAD2 expression was significantly reduced after miR-25 overexpression compared to control miR-transfected LX-2 post TGF-β stimulation (Fig. 2B), while the phosphorylation of SMAD3 was not significantly decreased by miR-25. Furthermore, miR-25 overexpression in LX-2 cells resulted in a decreased protein expression of SMAD2, whereas there was no significant effect on SMAD3 expression (Fig. 2C). Additionally, we analysed the effect of miR-25 inhibition using a miR25 antagomir in TGF-β-stimulated LX-2 cells revealing a significantly increased TGF-β-induced mRNA expression of *COL1A1*, but not αSMA (*ACTA2*) in cells treated with miR-25 antagomir compared to control antagomir-treated cells (Fig. 2D). Taken together, these results show that miR-25 overexpression reduced the sensitivity of human HSCs to TGF-β stimulation by downregulating TGF-βRI and the subsequent inhibition of downstream signaling via SMAD2.

**Figure 2:**
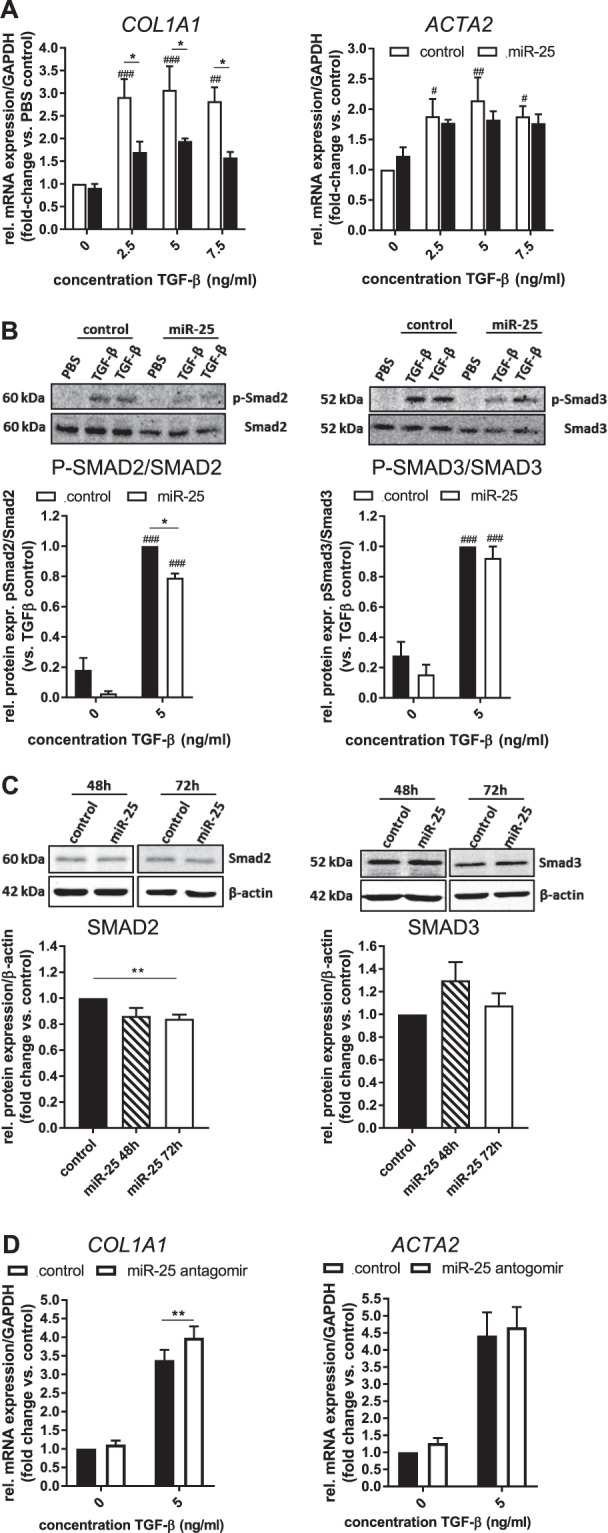
*In vitro* analysis of the effect of miR-25 overexpression on TGF-β signaling in LX-2 cells. (**A**) qRT-PCR analysis of collagen1a1 (*COL1A1*) and αSMA (*ACTA2*) mRNA expression (n = 3) and (**B**) Western Blot analysis of phosphorylation of SMAD2 (n = 4) and SMAD3 (n = 8) proteins after TGF-β stimulation (5 ng/ml for 24 h (mRNA) and 6 h (protein)) in miR-25- or control-transfected LX-2 cells. (**C**) Western Blot analysis of TGF-β signaling components SMAD2 and SMAD3 in miR-25 overexpressing LX-2 cells compared to control cells (n = 7–8). Cropped Western Blot images originate from the same (target vs. loading control) or different membranes (phosphorylates vs. whole protein; time points). (**D**) qRT-PCR analysis of collagen1a1 (*COL1A1*) and αSMA (*ACTA2*) mRNA expression after TGF-β stimulation (5 ng/ml for 24 h) in miR-25 antagomir- (inhibitor) or control antagomir-transfected LX-2 cells. (*p < 0.05 vs control; ^#^p < 0.05 vs. PBS; ^##^p < 0.01 vs. PBS; ^###^p < 0.001 vs. PBS).

### Biotin-pull-down assay reveals components of the Notch signaling pathway as targets of miR-25

Little is known of the role of miR-25 in the liver and no HSC-specific miR-25 mRNA targets have been previously described. Thus, we performed a biotin-based pull-down assay in LX-2 cells to uncover biologically relevant miR-25 targets in HSC. In this experimental setting, target mRNAs bound to a biotinylated miR-25 duplex transfected into LX-2 cells were captured using streptavidin-coated beads. The captured mRNA molecules were then surveyed using microarrays to identify targets that were significantly enriched in pull-down compared to whole cell lysate samples. Whole cell lysate samples were extracted from the transfected cells immediately before starting the pull-down to control for changes that might occur due to the transfection process alone and are unlikely to be identified by control cells transfected with scrambled miRNA. Hierarchical clustering of the sequencing data set (Fig. 3A) allowed a distinction between pull-down and control (whole cell lysate) samples, showing a high similarity of samples inside each group. During processing of the microarray data, low detection signal from the probes in one of the control sample was noticed and therefore this sample was excluded from further analysis. In the remaining samples, we identified 373 putative target mRNAs with a fold change of ≥2 and an adjusted p-value of < 0.05 (Fig. 3B) (Supplementary Data 1). Comparing the pull-down enriched putative targets with miR-25 predicted targets from TargetScan and miRDB miRNA target prediction tools, we observed an overlap of 8 genes (Fig. 3C, Supplementary Data 1). Interestingly, neither TGF-β nor TGF-βRI were among the significantly enriched mRNAs in the pull-down samples or any of the target prediction tools, suggesting that miR-25 indirectly down-regulates their expression. We did not choose to assess the 8 overlapping genes in the target prediction tools further, rather we selected 6 putative miR-25 targets out of the genes identified by the pull-down experiments, as they were genes that had the potential to regulate HSC activation (Fig. 3D). These include Notch pathway components (Notch 2 N-terminal like [NOTCH2NL], FKBP14), PTGR2 (Prostaglandin reductase 2, implicated in inhibiting the HSC quiescence marker PPARγ), IL10 (Interleukin 10, an anti-fibrotic cytokine) and LEP (leptin, a stimulator of HSC activation). Additionally, we included the Notch signaling regulator ADAM-17 in our analysis, as it was also a potential miR-25 target gene (Fig. 3D). As shown in Fig. 3E, qRT-PCR analysis revealed 2 out of 6 mRNAs were significantly downregulated in LX-2 cells after transient transfection with miR-25. These 2 putative targets (ADAM-17 and FKBP14) were further validated as targets of miR-25 via luciferase-miRNA target reporter assay (Fig. 3F). Accordingly, inhibition of miR-25 expression using a miR-25 antagomir increased mRNA expression of both ADAM-17 and FKBP14 in LX-2 cells (Fig. 3G). Hence, we identified ADAM-17 and FKBP14, components of the Notch signaling pathway, as biologically relevant targets of miR-25 in HSCs.

**Figure 3:**
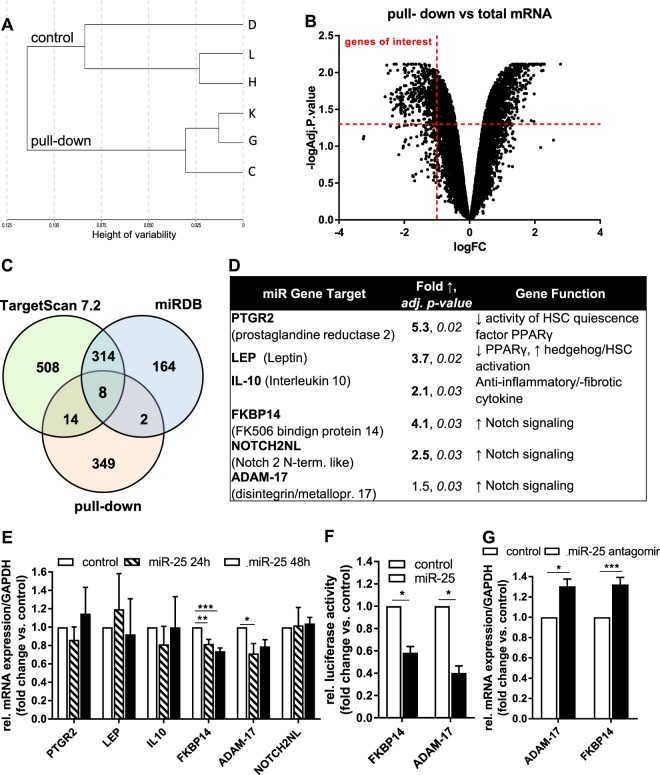
Identification of miR-25 biologically relevant targets using biotin pull-down assay. (**A**) Hierarchical clustering of Illumina sequencing data using the lumi package to demonstrate sample relationship between whole mRNA lysates (control, samples D, H, L) and enriched miRNA target mRNA lysates (pull-down, samples C, G, K). (**B**) Volcano plot depicting log2-transformed fold-change against log10-transformed adjusted p-value of genes detected above background level of the array in pull-down compared to whole cell lysate samples (fold change ≤−2; adj. p-value < 0.05). (**C**) Venn diagram showing the overlap between miR-25 predicted targets by TargetScan, miRDB and biotin pull-down assay. (**D**) Selected Putative miR-25 target mRNA enriched by biotin-pulldown assay (**E**) qRT-PCR expression analysis of selected predicted target mRNA regulated by miR-25 (n = 4–6). (**F**) Validation of miR-25 binding to predicted target mRNA by luciferase-assay (n = 6–7). (**G**) Analysis of relative mRNA expression of target genes ADAM-17 and FKBP14 in LX-2 cells treated with miR-25 antagomir (inhibitor) or control antagomir (n = 9–10). (*p < 0.05 vs control; **p < 0.01 vs. control; ***p < 0.001 vs. control).

### Notch and Wnt signaling components are differentially expressed in miR-25 overexpressing LX-2 cells

As both validated miR-25 targets act on the Notch pathway, next we analysed the changes in LX-2 cell mRNA expression, focussing on the Notch and Wnt signaling pathways at 24 and 48 h post miR-25 transfection. 

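LX-2, a line of activated human HSCs, was transfected with a mimic of miR-25 or with a control mimic based on a nematode miRNA, each at 10 pmol/ml, and RNA was taken 24 h and 48 h later. At each time point 3 separate transfections were made, each with 1 control and 1 miR-25 sample, which gave 6 transfection pairs and 12 samples. In the nCounter assay each transcript is bound by a pair of probes, 1 of which carries a fluorescent barcode, and the barcodes are counted 1 by 1 without amplification. The authors deposited these counts without background correction or scaling, for the genes of the panel, 8 negative control probes and 6 positive control probes. The total count over the genes ranged from 321243 to 404404 (median 342681) in the control samples at 24 h and from 367498 to 409581 (median 389267) in the miR-25 samples at 24 h. At 48 h it was lower, from 107377 to 183272 (median 140748) in the control samples and from 155334 to 200821 (median 159034) in the miR-25 samples, so that counting error was larger at 48 h and time point and depth cannot be told apart. Between 26.9% and 33.4% of the counts of a sample came from GAPDH. For the ratios of miR-25 to control given here, each count was divided by the total over the genes of its sample, without background subtraction unless stated, and the ratio was taken within each transfection pair, as in the study. Differences were tested with edgeR's quasi-likelihood test on the counts, with the transfection pair as a block and with the 136 genes that had a mean of at least 20 counts, and p-values were adjusted by the Benjamini-Hochberg procedure. In this fit the block removes differences between pairs, and the variation left beyond counting error corresponded to a coefficient of variation of 3.45%. Both time points share 1 estimate of the spread of a gene. The standard errors from this fit therefore do not measure the spread between the 3 pairs of 1 time point. With 3 pairs, the smallest p that an exact sign-flip permutation test can give is 0.25 (two-sided), so no single gene could pass a threshold of 0.05 in such a test at 1 time point.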

For this experiment, we used the NanoString mRNA Stem Cell Panel, which includes 199 genes involved in pluripotency and differentiation (including Notch, Wnt, and Hedgehog signaling components) (Supplementary Data 2). Of the 199 genes in the panel, 46 genes were not expressed above background, 27 genes were not expressed in all replicates (n = 3 per time point, 24 or 48 h post transfection), 28 genes were not affected by miR-25 expression, and 11 genes were only affected in one out of the three replicates (Supplementary Data 2). 

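A gene was taken here as expressed above background in a sample when its count was above the mean plus 2 SD of the negative control probes of that sample, a level of 10.2 to 16.5 counts at 24 h and of 5.52 to 8.40 counts at 48 h. By this measure 31 genes were above background in no sample, 36 in some samples and 132 (66.3%) in all 12 samples. All of the 31 belong to the 46 genes that the paper lists as not expressed, and the other 15 of these were above background in some but not all samples. Of the 27 genes that the paper lists as not expressed in all replicates, 21 were above background in some samples and 6 in all. The genes listed as unaffected or as affected in 1 replicate were above background in every sample. With the mean plus 1 SD as the level, 13 genes were above background in no sample, 49 in some and 137 in all.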

The remaining 87 genes (43.7%) were dysregulated by miR-25 overexpression compared to control transfection (fold change >1.5; false discovery rate q <0.05). 

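At 24 h, edgeR's quasi-likelihood test called 0 genes at an adjusted p under 0.05, with 9 genes at an unadjusted p under 0.05, and DESeq2 and limma also called 0. At 48 h it called 1 gene, FGF1, with 17 genes at an unadjusted p under 0.05, and DESeq2 and limma called the same gene. The count of FGF1 (NM_033136.1) divided by the total was 1.59, 1.23 and 1.17 times that of the control in the 3 pairs at 48 h, a log2 fold change of 0.38 (standard error 0.075, adjusted p = 0.0204 from edgeR's quasi-likelihood test). At 24 h its ratio was 0.987 ± 0.032 (SD, n = 3 pairs). The log2 ratios of its pairs had an SD of 0.0469 at 24 h and 0.2414 at 48 h. The standard error of 0.075 shares the spread of both and does not measure that of 48 h alone. The fit of each time point alone called 3 genes at each time point, FOSL1, CCND1 and CXCL12 at 24 h and FGF1, PLAU and CXCL12 at 48 h. The same 3 genes were called at 24 h without 48 h replicate 1, a setting chosen after results were seen. The 0 calls at 24 h thus depend on a spread shared with 48 h, which the DESeq2 and limma fits also shared. Without 24 h replicate 3, the call of FGF1 at 48 h was lost. On counts simulated from these samples with 1 dispersion for all genes, the same fit called 90% of the genes changed by 1.5-fold at 24 h and the same share at 48 h.

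The steps of the study's procedure were also applied, with background subtraction, division by the average of the sample, correction for transfection efficiency, a residual pooled over genes, the two-stage false discovery rate and a change above 1.5-fold. Over the 141 genes with a value above 0 in all samples it called 1 gene at 24 h, GJB1, and 2 genes at 48 h, PRKY and JAG2. These 3 are among the 27 genes that the paper lists as not expressed in all replicates, for which Supplementary Data 2 gives no ratios, so this set of genes is wider than the study's. GJB1 and PRKY each rested on 1 pair, in which the uncorrected ratio was 11.9 and 8.52, and both are named here because they are the genes called. The pooled residual SD of the corrected ratios was 0.675 at 24 h and 0.764 at 48 h. When genes were limited to a mean of at least 100 counts, a setting fixed before the data were examined, 29 genes were called at 24 h, all of them up, and 47 at 48 h, 44 up and 3 down. Over the 126 genes for which Supplementary Data 2 gives ratios, a setting chosen after these values were seen, the numbers were 41 (39 up and 2 down) and 58 (52 up and 6 down), where the paper lists 44 genes as up and 43 as down.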

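Before correction for transfection efficiency, the 43 genes that Supplementary Data 2 lists as down had background-subtracted average ratios of 0.754 to 0.979 at 48 h, with a median of 0.940. The 44 genes listed as up had ratios of 1.03 to 1.33 at 48 h, with a median of 1.08. At 24 h the medians were 1.01 and 1.05, and 28 of the genes listed as down had an average ratio above 1, or 17 with TMM scaling, a setting chosen after these values were seen. No gene of either list changed by more than 1.5-fold before correction at either time point. After correction, the paper's values lie beyond 1.5-fold for all genes of both lists at 48 h, and at 24 h for 1 gene listed as down and 21 genes listed as up. All 3 pairs lay on the listed side for 20 of the genes listed as down and 23 of those listed as up at 48 h, and for 3 and 17 at 24 h. With TMM scaling, chosen after these values were seen, these numbers were 12 and 34 at 48 h and 11 and 13 at 24 h, so that those listed as down at 24 h rose from 6.98% to 25.6%, and with reference genes they were 21 and 23 at 48 h and 4 and 14 at 24 h. For a single gene with no change, chance puts all 3 pairs on a given side in 12.5% of cases, which applies to 24 h only; the lists follow the side of the 48 h average, and chance then puts all 3 pairs on that side in 25.0% of cases before the limits of 0.98 and 1.02 are applied. The median log2 ratio over the genes listed as down was 0.02 ± 0.02 (SD, n = 3 pairs) at 24 h and -0.12 ± 0.06 at 48 h, and with TMM scaling it was -0.02 ± 0.02 and -0.08 ± 0.07, so that its sign at 24 h depended on the scaling. Over the genes listed as up it was 0.07 ± 0.06 and 0.12 ± 0.08. These lists were chosen by the study on the same samples, and the medians are therefore no independent evidence of a change.

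**Figure D1:**
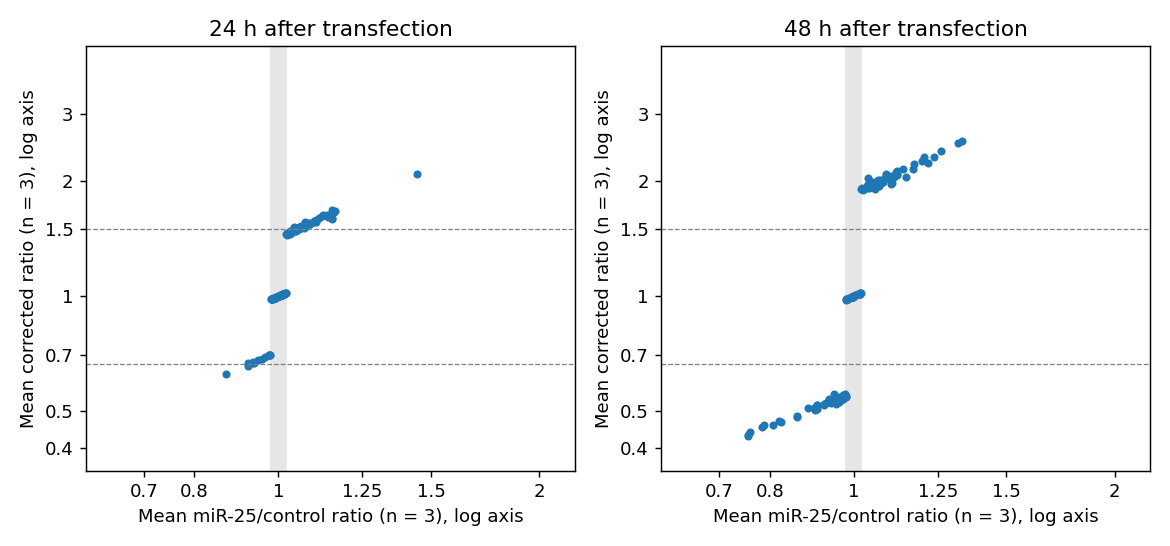
Average corrected ratio of miR-25 to control (y axis, log scale) against the average ratio before correction (x axis, log scale) for the genes with ratios in Supplementary Data 2, computed from the deposited counts with the direction of correction taken from the average ratio of the same time point, at 24 h (left) and 48 h (right). Each point is 1 gene (mean of 3 pairs), the grey band marks ratios from 0.98 to 1.02 and the dashed lines mark a change of 1.5-fold; the corrected ratios part into 3 groups at both edges of the band.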

As shown in Fig. 4A and Supplementary Data 2, ~50% of the genes were downregulated (<−1.5-fold) while the remainder were up-regulated (>1.5-fold), after correction for transfection efficiency. We used String-database analysis to visualize the protein-protein interactions of the molecules and pathways affected by miR-25 overexpression. Since we used a targeted panel for expression profiling, it was not appropriate to report pathway enrichment analysis. 

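Supplementary Data 2 was read against the counts for the 16 genes that the paper names as lowered by miR-25, which are NOTCH1, NOTCH3, ADAM17, RBPJ, FZD1, FZD3, FZD5, FZD6, AXIN1, SMO, RAB23, CD44, CDH2, PLAU, COL1A1 and SMAD4. At 48 h the average ratio was under 1 for all of them, between 0.762 and 0.976, and 7 were lower in all 3 pairs. That all averages lay under 1 follows from the lists, which take the side of the 48 h average. At 24 h 6 had a log2 ratio below 0 on average, FZD6 among them at an average ratio of 1.00, and none was lower in all 3 pairs, while NOTCH1, ADAM17 and FZD1 were higher in all 3. These counts depended on the scaling: with TMM, 4 of the 16 (RBPJ, AXIN1, CD44 and SMAD4) were lower in all 3 pairs at 24 h and none was higher in all 3, with reference genes 1 and none, and at 48 h 4 and 7 were lower in all 3. With TMM scaling the 24 h averages of ADAM17, FZD5, SMO, CDH2 and COL1A1 turned from above 0 to between -0.03 and -0.01 on the log2 scale. None of the 16 genes passed an adjusted p of 0.05 over all genes tested by edgeR's quasi-likelihood test, and at 48 h 3 had an unadjusted p under 0.05. Adjusted over the list alone, 2 genes passed at 48 h, but the study chose the list on these samples, so this is no independent evidence. PLAU had ratios of 0.555, 0.848 and 0.948 at 48 h, a log2 fold change of -0.39 (standard error 0.10, adjusted p = 0.120 from edgeR's quasi-likelihood test). For CD44 the ratios were 0.815, 0.942 and 0.943, with a log2 fold change of -0.16 (standard error 0.046) and the same adjusted p. NOTCH1 (NM_017617.3, a mean of 98.2 counts) had a ratio of 1.07 ± 0.09 (SD, n = 3 pairs) at 24 h and of 0.809 ± 0.151 at 48 h. The log2 fold changes of NOTCH1 at 24 h and 48 h differed by -0.37 (standard error 0.17), which did not pass adjustment (adjusted p = 0.631 from edgeR's test of the difference). NOTCH3 (NM_000435.2) had a mean of only 33.2 counts, and its ratio was 0.881 ± 0.196 at 24 h and 0.762 ± 0.175 at 48 h, with an adjusted p of 0.385 at 48 h in edgeR's quasi-likelihood test.

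**Figure D2:**
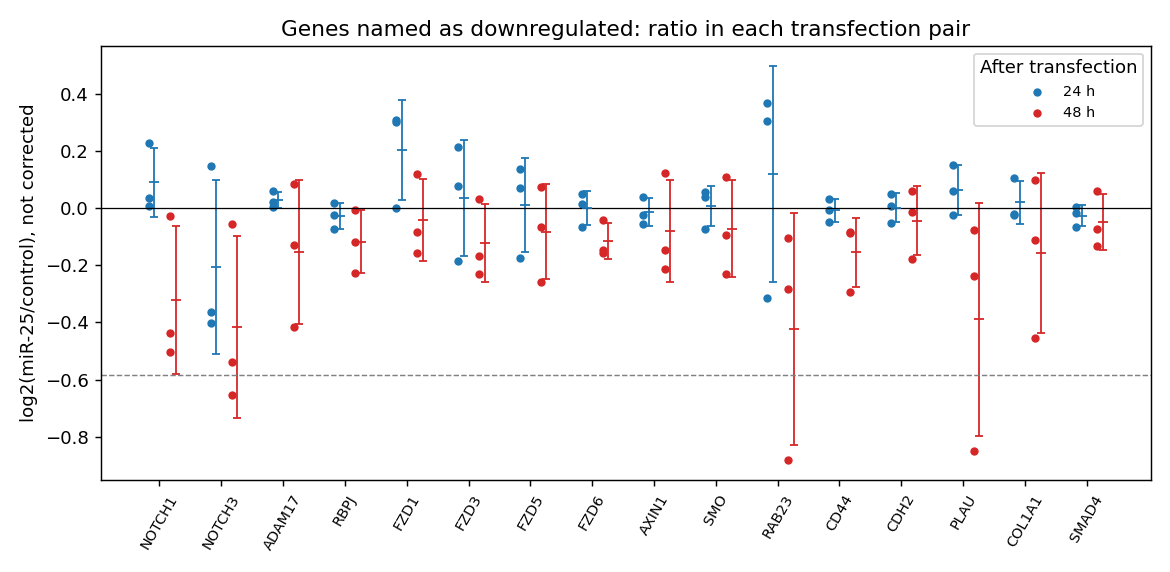
Log2 ratio of miR-25 to control before correction for transfection efficiency (y axis) for the 16 genes that the paper names as lowered, 24 h (blue) and 48 h (red) after transfection. Points are the 3 transfection pairs, the bar to the right of them is the mean with its SD, and the dashed line marks a decrease of 1.5-fold. The averages at 48 h lie below 0 and those at 24 h on both sides of it; with TMM scaling the 24 h averages of ADAM17, FZD5, SMO, CDH2 and COL1A1 lie below 0.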

The downregulated genes (Fig. 4B) included genes belonging to the Notch (e.g. *NOTCH1*, *NOTCH*3, *ADAM-17*, *RBPJ*), Wnt (*FZD1*, *3*, 5 and 6, *AXIN1*) and Hedgehog (*SMO*, *RAB23*) signaling pathways and genes involved in focal adhesion and cell junctions (e.g. *CD44*, *CDH2*, *PLAU*). Additionally, *COL1A1*, which was not significantly downregulated in qRT-PCR analysis of miR-25-transfected cells (Fig. 1D), and *SMAD4*, a receptor-independent member of the Smad family, showed decreased expression levels in the miR-25 transfected group that were only statistically significant at 24 h but not 48 h post-transfection. 

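COL1A1 (NM_000088.3) had a mean of 3079 counts, and its ratios of miR-25 to control before correction were 1.08, 0.983 and 0.985 at 24 h and 0.730, 1.07 and 0.925 at 48 h. Its log2 fold change was 0.02 (standard error 0.064, adjusted p = 0.957 from edgeR's quasi-likelihood test) at 24 h and -0.12 (standard error 0.070, adjusted p = 0.532 from the same edgeR test) at 48 h. In 48 h replicate 1, both samples had less COL1A1 than the other 48 h samples, with 1963 and 1432 counts scaled to the mean total against 3839 to 4924. SMAD4 (NM_005359.3), with a mean of 1245 counts, had ratios of 1.00, 0.988 and 0.954 at 24 h and of 0.913, 1.04 and 0.951 at 48 h. The difference between its samples was within the spread between pairs at both time points, with a log2 fold change of -0.03 (standard error 0.045) at 24 h and of -0.04 (standard error 0.054) at 48 h. For these genes the q values in Supplementary Data 2 are the paper's: 0.0127 and 0.0107 at 24 h and 0.0452 and 0.0439 at 48 h, beside individual P values of 0.0892 and 0.0827 at 48 h.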

The genes upregulated after miR-25 transfection (Fig. 4C) mainly belonged to Wnt/Hedgehog signaling pathway including receptors (*WNT3*, *FZD2 and DVL2–3*), effectors (*GLI1–2*) and signal transducers (*CK1* and *PKC* subunits) as well as downstream cell cycle genes (*CCND2 and CCND3*). 

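Among the genes that the paper names as raised by miR-25, its text gives the CK1 and PKC subunits only as groups. CSNK1D, CSNK1E, CSNK1G1, CSNK1G2, PRKCD, PRKCH and PRKCZ, listed as up in Supplementary Data 2, were taken for them. PRKCE and PRKCI, listed as down, were not. Of the resulting 21 genes, 16 had an average log2 ratio above 0 at 24 h and 19 at 48 h. Higher in all 3 pairs were 8 and 11 (6 and 14 with TMM scaling, 7 and 12 with reference genes). The 48 h numbers are no independent evidence, as the lists follow the side of the 48 h average. The average ratios before correction ranged from 0.920 to 1.14 at 24 h and from 0.964 to 1.24 at 48 h. None passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, over all genes tested or adjusted over the list alone, and 3 had an unadjusted p under 0.05 at each time point. GLI2 and PRKCD were higher with miR-25 in 6 of 6 pairs, for which an exact sign-flip permutation test gives p = 0.03125, the smallest p that 6 pairs allow, unadjusted for the number of genes. The ratio of GLI2 was 1.09 ± 0.06 (SD, n = 3 pairs) at 24 h and 1.12 ± 0.08 at 48 h. The ratio of PRKCD was 1.04 ± 0.04 at 24 h and 1.17 ± 0.13 at 48 h. Over both time points GLI2 had a log2 fold change of 0.13 (standard error 0.045, adjusted p = 0.267 from edgeR's quasi-likelihood test). DVL3 and CSNK1G2 were higher in 5 of 6 pairs (6 of 6 with TMM scaling), with log2 fold changes of 0.15 (standard error 0.049) and 0.19 (standard error 0.061) and an adjusted p of 0.249 for each from the same edgeR test. GLI1, with a mean of 54.1 counts, had ratios of 0.804, 1.59 and 0.995 at 24 h, so that its pairs lay on both sides of 1. CCND2 was lower in all 3 pairs at 24 h, with a ratio of 0.924 ± 0.101. At 48 h its ratios were 1.09, 1.18 and 0.772, and its average log2 ratio was -0.01 with scaling to the total and 0.03 with TMM scaling. DVL2 had a ratio of 1.02 ± 0.06 at 24 h and of 1.02 ± 0.08 at 48 h, and Supplementary Data 2 places it among the genes not affected.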

Putative regulators of NOTCH signaling, including deltex 2 and 3 (*DTX2* and *DTX3*) and numb-like (*NUMBL*), and transcriptional co/repressors such as *NCOR2*, *SNW1* and *CTBP2* were also upregulated after miR-25 overexpression. Collectively, these data indicate complex regulation of the Notch/Wnt signaling pathways by miR-25 in HSCs, which likely contribute to the pro- or anti-fibrogenic outcomes of HSC activation.

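DTX2 had ratios of 1.37, 1.17 and 0.856 at 24 h and of 1.21, 1.28 and 1.11 at 48 h, from a mean of 69.8 counts. Its scaled count in the 24 h controls ranged from 42.0 to 80.9, the widest log2 range of any gene tested in those samples. For DTX3 all 6 pairs lay above 1, and the ratio was 1.09 ± 0.06 (SD, n = 3 pairs) at 24 h and 1.11 ± 0.12 at 48 h. Its log2 fold change over both time points was 0.13 (standard error 0.057, adjusted p = 0.297 from edgeR's quasi-likelihood test). SNW1 was higher in all 3 pairs at 48 h, with 1.09, 1.02 and 1.10, and had ratios of 0.958, 1.07 and 0.947 at 24 h. CTBP2 had a ratio of 0.998 ± 0.040 at 24 h and of 0.964 ± 0.077 at 48 h, and its adjusted p from edgeR's quasi-likelihood test was 0.973 and 0.759. Supplementary Data 2 lists CTBP2 among the genes that are down.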

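Over both time points together, with 6 pairs and 1 effect of miR-25, edgeR's quasi-likelihood test called 0 genes at an adjusted p under 0.05, with 21 genes at an unadjusted p under 0.05. DESeq2 and limma called 0 as well, with 10 and 23 genes at an unadjusted p under 0.05. The smallest adjusted p was that of FOSL1, 0.0947 from edgeR's quasi-likelihood test, with a log2 fold change of 0.13 (standard error 0.032) and higher counts in 6 of 6 pairs. Without 48 h replicate 1, which lay apart from the other 48 h samples, 4 genes were called: FOSL1, CCND1 and DVL3 as higher and CXCL12 as lower. A difference of the miR-25 effect between 24 h and 48 h was called for 0 genes by edgeR and limma, each with 8 genes at an unadjusted p under 0.05, and for 1 gene, FGF1, by DESeq2. From the genes listed as down and up after correction for transfection efficiency, the paper concludes that miR-25 regulates Notch and Wnt signaling in HSCs in a complex manner, and it proposes that this contributes to the outcome of HSC activation.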

**Figure 4:**
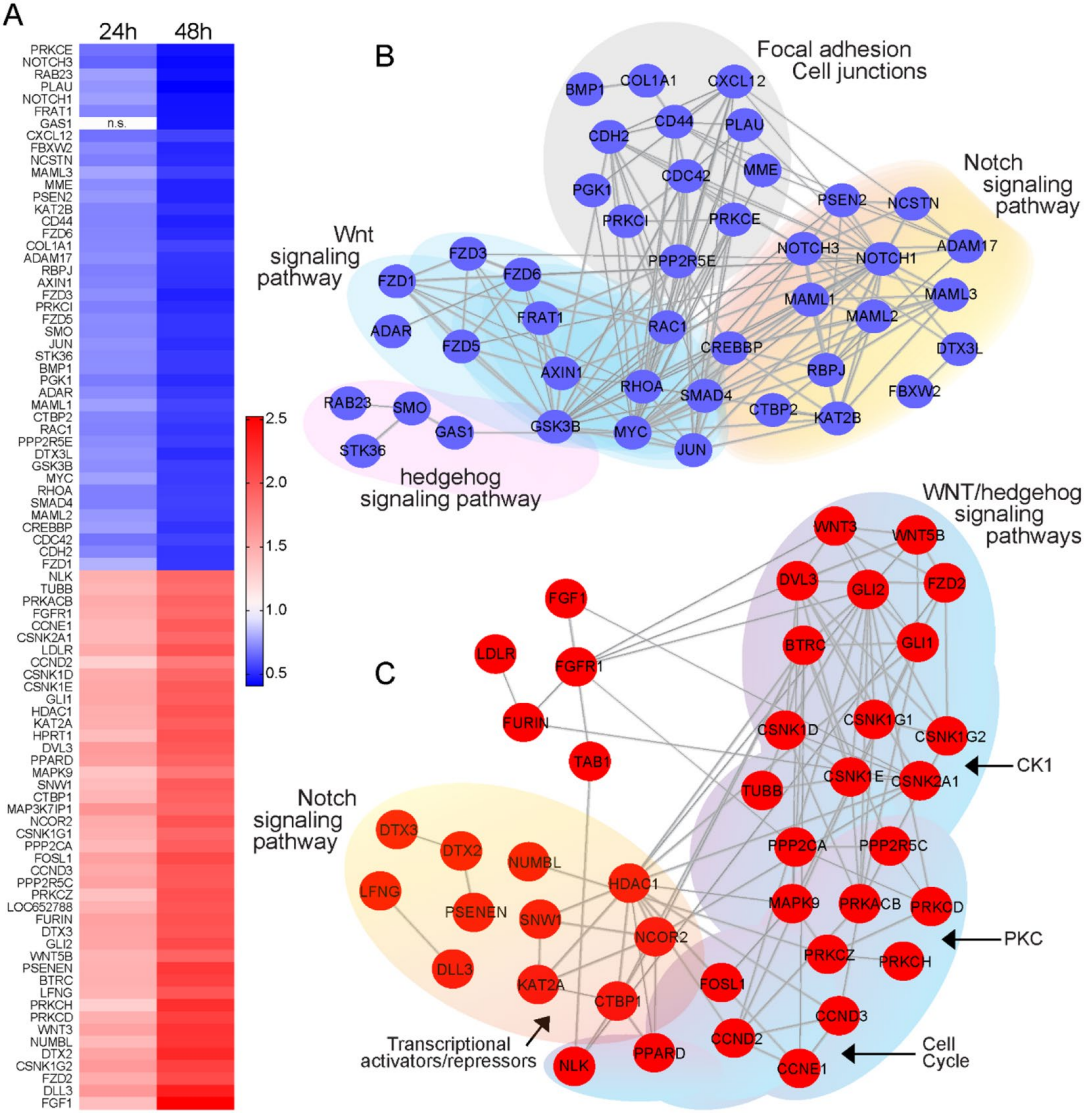
NanoString mRNA analysis of stem cell-related signaling pathways in miR-25 overexpressing LX-2 cells. (**A**) Heat map of the mRNA expression ratio of the measured genes in miR-25 vs. control transfected LX-2 cells 24 and 48 h after transfection. Each column represents the average of triplicates per time point (data for each replicate is in Supplementary Data 2). Statistical evaluation was carried out with two-way ANOVA corrected for multiple comparisons by false discovery rate (FDR) using two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli (GraphPad® Prism). The q values (FDR) and individual *P* values are shown in Supplementary Data 2. The genes shown in the heatmap were statistically different (q < 0.05) between miR-25-transfected cells and control-transfected cells; non-statistically significant differences are marked as n.s. Genes downregulated in miR-25 overexpressing cells are presented in blue, upregulated genes in red. Colour scale represents fold change. String pathway analysis of genes downregulated (**B**) and upregulated (**C**) in miR-25 transfected LX-2 cells compared to control cells.

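The averages of triplicates in Fig. 4 come from pairs that differed from each other. Over the 136 genes tested, the median log2 range of the scaled count between the 3 control samples was 0.20 at 24 h and 0.42 at 48 h. The median size of the average log2 ratio of miR-25 to control was 0.05 and 0.08. For 95.6% of the genes at 24 h and 97.1% at 48 h the range between control samples was larger than the average ratio. At 48 h the controls differed by more than 2-fold for 22 genes, and no gene did so at 24 h. The control and miR-25 sample of a pair deviated together from the other samples of their time point, with a correlation across genes of 0.283 to 0.555 at 24 h and of 0.778 to 0.883 at 48 h, and genes are not independent replicates. Ratios within pairs therefore varied less than the counts did. Of the samples of 1 group, replicates 2 and 3 were closest, with a chi-square per degree of freedom between 2.45 and 3.82, and replicate 1 differed more, with 11.9 to 70.7.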

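For the genes of the heatmap, the q values in Supplementary Data 2 are under 0.05 for 86 genes at 24 h and for all at 48 h. The individual P values given there are under 0.05 for 74 and 56 of them, and 12 genes at 24 h and 31 at 48 h have a q value under 0.05 with a P value at or above it. Adjustment of these P values by the Benjamini-Hochberg procedure, applied here, left 65 genes at 24 h and 46 at 48 h. The two-stage procedure named in the legend, applied here to the same P values, returned each listed q value to within 1e-04. It did so with only the genes of the heatmap entered. On the counts, edgeR's quasi-likelihood test gave an unadjusted p under 0.05 for 3 of the genes listed as down and 5 of those listed as up at 24 h, and for 9 and 6 at 48 h. At 24 h 2 of the 3 genes listed as down were higher with miR-25, and all others lay on the listed side. At 48 h the side is no evidence, as the lists follow the side of the 48 h average.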

### MiR-25 downregulates ADAM-17 and reduces shedding of NOTCH1

Bansal and colleagues showed that selective blockage of Notch signaling by a γ-secretase inhibitor resulted in reduced activation and contractility of LX-2 cells and ameliorated fibrosis in a murine model of toxin-induced liver fibrosis^8^. Indeed, when we knocked down both Notch activators ADAM-17 and FKBP14 using specific siRNA constructs, TGF-β-induced expression of collagen 1a1, as well as αSMA, was significantly reduced in LX-2 cells (Supplementary Fig. 1). To investigate how miR-25 may dampen pro-fibrogenic signaling in HSCs, we next focused on miR-25-downregulated genes of the Notch pathway. We performed qRT-PCR validation of 6 Notch signaling genes, including miR-25-dependent differentially expressed genes identified by NanoString analysis. We demonstrated the downregulation of both the Notch ligand *JAG1* and its receptor *NOTCH3* at 48 h after transfection (Fig. 5A), in addition to the NOTCH1 sheddase, *ADAM-17* (Fig. 3E). The Notch target gene *HES1* was also decreased by miR-25. To examine whether the effects of miR-25 overexpression on mRNA levels resulted in corresponding protein expression changes we performed Western blot analysis. ADAM-17 protein expression was decreased in LX-2 cells 48 h after transfection, but returned to normal levels at 72 h (Fig. 5B). ADAM-17 is an important sheddase, responsible for the S2 cleavage of the NOTCH1 receptor, making it accessible for S3 cleavage by the γ-secretase complex that finally releases the signaling active Notch1 intracellular domain (NICD1) into the cytoplasm. NICD1 translocates into the cell nucleus to induce expression of Notch-dependent target genes. Whilst *NOTCH1* expression was not affected by miR-25 over-expression at the mRNA level (Fig. 5A), and the expression of full-length (FL) NOTCH1 protein was unchanged (Fig. 5C), the amount of cleaved N-terminal NOTCH1 protein (NTM) was reduced at 48 h post miR-25 transfection (Fig. 5D). The NOTCH1 NTM is the product of S2 cleavage of the NOTCH1 full-length protein and, unlike the NICD1, it still contains the transmembrane component of the receptor. Analysis of the protein abundance of the NICD1 in the nuclear fraction of LX-2 cells revealed a decreased translocation of the active NOTCH1 domain in the nuclei of miR-25-transfected cells at 48 h after transfection (Fig. 5E). miR-25 over-expression did not affect JAG1 (Fig. 5F) or NOTCH3 NTM protein expression (Fig. 5H), but, NOTCH3 full-length protein expression was upregulated at 72 h after miR-25 transfection (Fig. 5G). In summary, miR-25 overexpression inhibited ADAM-17 sheddase expression, which leads to reduced cleavage of the NOTCH1 receptor in LX-2 cells, with subsequent suppression of NICD1 translocation to the nucleus, i.e., inhibition of Notch1 signaling.

**Figure 5:**
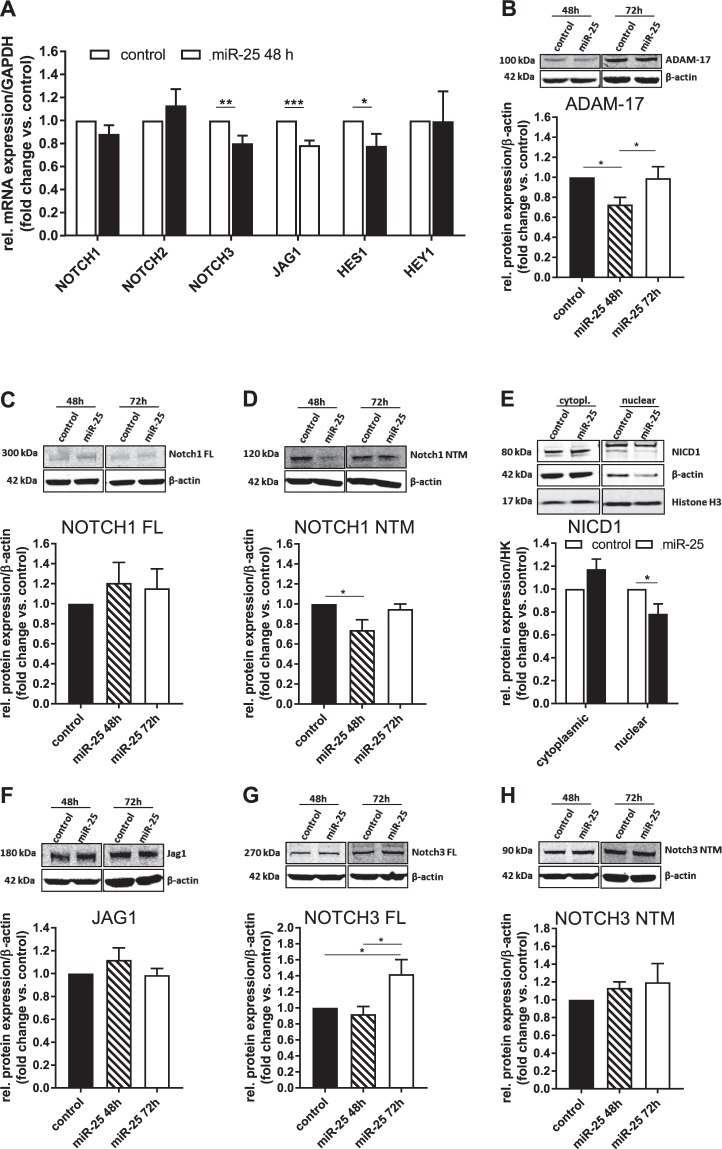
Effect of miR-25 overexpression on Notch signaling in LX-2 cells. (**A**) qRT-PCR analysis of mRNA expression of Notch signaling components in miR-25 transfected LX-2 cells compared to control 48 h after transfection (n = 7–8). Western Blot analysis of (**B**) ADAM-17 (n = 18), (**C**) NOTCH1 full length (FL) (n = 10) and (**D**) N-terminal protein (NTM) (n = 13), in miR-25 overexpressing LX-2 48 and 72 h after transfection. (**E**) Western Blot analysis of NOTCH1 intracellular domain (NICD1) protein expression in nuclear fraction of LX-2 cells 48 h after transfection with miR-25 or control mimics (n = 8). Western Blot analysis of (**F**) Jagged-1 (JAG1) (n = 7), (**G**) NOTCH3 full length (FL) (n = 13) and (**H**) N-terminal protein (NTM) (n = 12) in miR-25 overexpressing LX-2 48 and 72 h after transfection. Cropped Western Blot images originate from the same (target vs. loading control) or different membranes (time points). (cytopl. – cytoplasmatic fraction; *p < 0.05 vs control; **p < 0.01 vs. control; ***p < 0.001 vs. control).

### Wnt5a expression is decreased in miR-25 overexpressing LX-2 cells

It has previously been demonstrated that the NICD can coordinate the cross-talk between several signaling pathways including Wnt^26^. To examine if miR-25 might be involved in regulating the interaction between Notch and Wnt signaling pathways, we further analysed the expression of members of the Wnt signaling pathway in miR-25 overexpressing LX-2 cells. Components of the Wnt signaling pathway (WNT5A, FZD1 and 8) were identified to be downregulated by miR-25 overexpression in qRT-PCR experiments (Fig. 6A), whereas *WNT3* was slightly upregulated 48 h post transfection (Fig. 6A), consistent with the NanoString analysis. 

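In the NanoString counts WNT3 (NM_030753.3) had a mean of 169 counts and ratios of miR-25 to control of 1.26, 1.21 and 0.879 at 24 h and of 1.14, 1.14 and 1.33 at 48 h. Its log2 fold change was 0.29 (standard error 0.12, adjusted p = 0.310 from edgeR's quasi-likelihood test) at 48 h, higher in all 3 pairs. FZD1 had ratios of 1.24, 1.23 and 1.00 at 24 h and of 0.896, 0.944 and 1.09 at 48 h. At 24 h its log2 fold change was 0.20 (standard error 0.074), with an unadjusted p under 0.05 but an adjusted p of 0.542 from edgeR's quasi-likelihood test. WNT5A had a ratio of 0.982 ± 0.039 (SD, n = 3 pairs) at 24 h and of 0.936 ± 0.178 at 48 h, and FZD8 of 1.01 ± 0.19 and 0.946 ± 0.274. For both, 2 of the 3 pairs at 48 h lay above 1, and the pair of replicate 1 was the one below it, with 0.733 for WNT5A and 0.630 for FZD8.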

Western blot analysis revealed significantly decreased expression of WNT5A, a Wnt ligand involved in either canonical or non-canonical signaling dependent on the receptor it binds to, 72 h after miR-25 transfection (Fig. 6B). There was no effect on β-catenin, a key downstream target of canonical Wnt signaling (Fig. 6C). As the downregulation of WNT5A protein occurs relatively late (72 h) following transfection, this result suggests an indirect inhibition of WNT5A protein expression in LX-2 cells by miR-25 overexpression.

**Figure 6:**
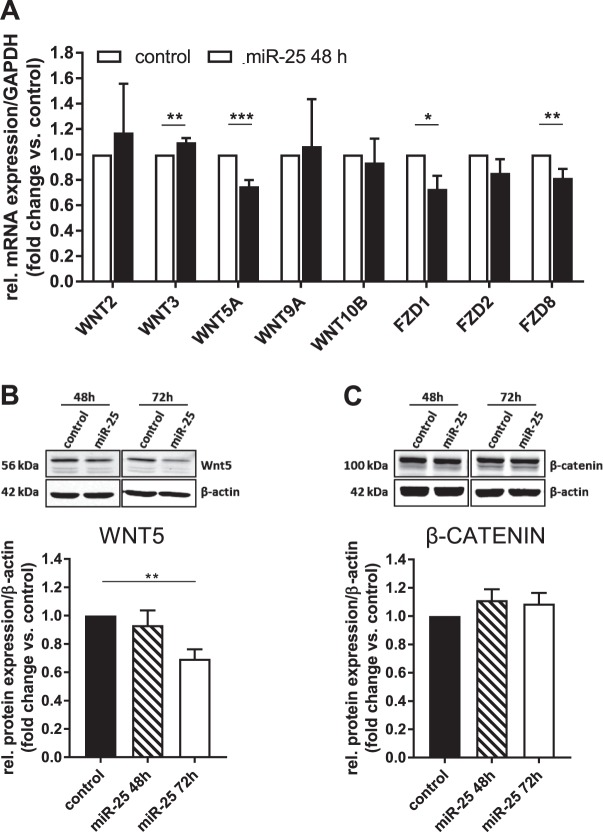
Effect of miR-25 overexpression on Wnt signaling in LX-2 cells. (**A**) qRT-PCR analysis of mRNA expression of Wnt signaling components in miR-25 transfected LX-2 cells compared to control 48 h after transfection (n = 7–8). Western Blot analysis of (**B**) Wnt5 (n = 7) and (**C**) β-catenin (n = 8) in miR-25 overexpressing LX-2 48 and 72 h after transfection. Cropped Western Blot images originate from the same (target vs. loading control) or different membranes (time points) (*p < 0.05 vs control; **p < 0.01 vs. control; ***p < 0.001 vs. control).

### MiR-25 is upregulated in primary activated murine HSCs and in murine models of hepatic fibrosis

To complement the above *in-vitro* studies in the human HSC cell line LX-2, we examined the expression of miR-25 in primary cultures of murine HSCs as well as in mouse models of hepatic fibrosis. Freshly isolated HSCs from healthy mice showed a low abundance of miR-25 expression, which increased during culture-induced HSC activation over 7 days (Fig. 7A,B). *In-situ* hybridization with a miR-25 probe revealed only minor background puncta similar to the scr-miR-25 probe in quiescent HSC (Fig. 7A, upper panel). In contrast, activated HSCs (Fig. 7A, lower panel) showed strong punctate miR-25 expression throughout the cytoplasm, similar to the pattern observed in LX-2 cells (Fig. 1A). qRT-PCR analysis of these cells confirmed the increased expression of miR-25 during the HSC activation process (Fig. 7B). Liver tissue from mice with advanced thioacetamide (TAA)-induced fibrosis (after 12 weeks of TAA administration) showed a marked upregulation of miR-25 expression compared to healthy control animals (Fig. 7C). Increased liver miR-25 expression was also observed after 1-week administration of a pro-fibrogenic choline-deficient ethionine-supplemented (CDE) diet (Fig. 7D). Moreover, miR-25 expression decreased in a time-dependent manner following cessation of TAA treatment (Fig. 7E), which significantly correlated with αSMA [*Acta2*] mRNA expression (R = 0.57, p = 0.0142) in liver tissue of those animals (Fig. 7F). Thus, it appears that miR-25 expression mirrors HSC activation, along with fibrosis progression as well as fibrosis regression in murine models of hepatic fibrosis.

**Figure 7:**
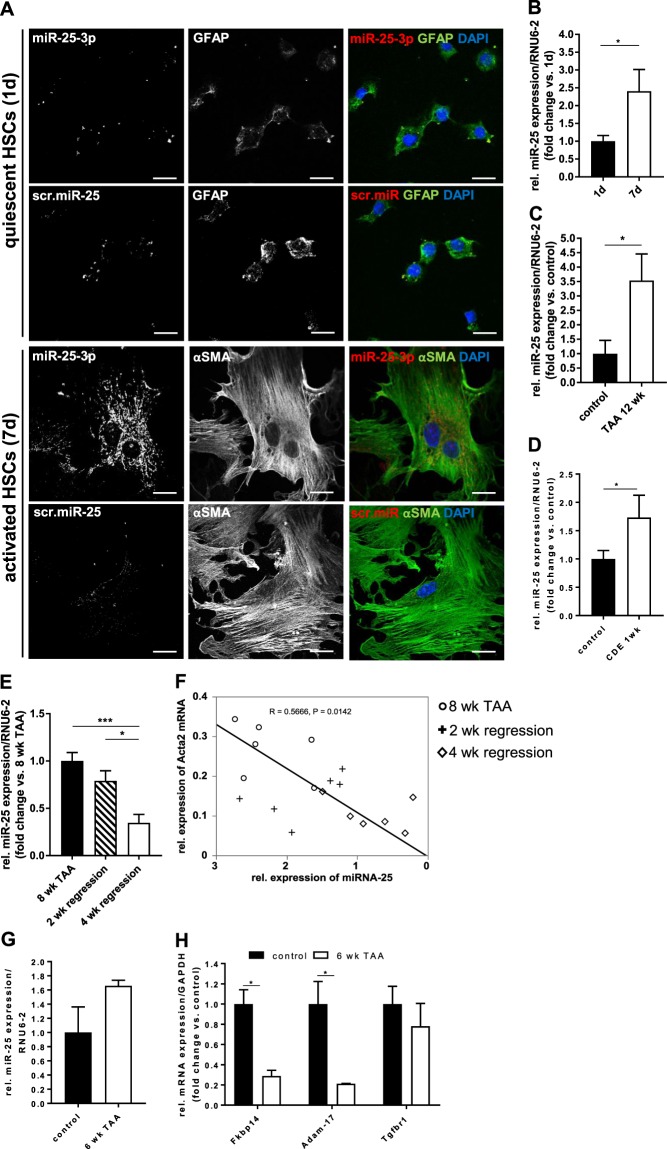
miR-25 expression in murine models of hepatic fibrosis. (**A**) *In situ* hybridization of DIG-labeled miR-25 specific probes (red) in cultured mouse primary HSCs 1 day (quiescent) and 7 day (activated) in culture. Cells were counterstained with HSC-marker GFAP (glial fibrillary protein) or αSMA (green), respectively. A scrambled miR-25 probe was used as negative control (scale bar: 20 µm). (**B**) qRT-PCR expression analysis of miR-25 in primary murine HSCs 1 day (1d) and 7 days (7d) in culture (n = 5). qRT-PCR expression analysis of miR-25 expression in liver tissue of mice (**C**) treated with TAA in the drinking water for 12 weeks (n = 9 per group) or (**D**) fed with a CDE diet for 1 week (n = 7–9 per group). Control animals were kept on standard chow and water. (**E**) qRT-PCR expression analysis of miR-25 in liver tissue from mice treated with TAA for 8 weeks, following fibrosis regression for 2 or 4 weeks after cessation of the toxin (n = 6 per group). (**F**) Analysis of Pearson correlation between liver mRNA expression of the HSC activation marker αSMA (Acta2) and miR-25 in livers of animals regressing from 8 weeks of TAA treatment. The line represents orthogonal regression. qRT-PCR expression analysis of (**G**) miR-25 and (**H**) Fkbp14, Adam-17 and Tgfbr1 mRNA in HSCs isolated from liver tissue of healthy mice (control) or mice treated with TAA for 6 weeks (n = 3–5). (*p < 0.05 vs. control/8 wk TAA; ***p < 0.001 vs. control/8 wk TAA).

HSCs isolated from livers of mice treated with TAA for 6 weeks revealed an increased expression of miR-25 when compared to HSCs isolated from control mice (Fig. 7G), which confirms the results shown in both culture-induced HSC activation (Fig. 7B) and in whole liver tissue from mouse models of hepatic fibrosis (Fig. 7C,D). Conversely, mRNA expression of miR-25 target genes Fkbp14 and Adam-17 was significantly decreased in HSCs from TAA-treated mice (Fig. 7H). A similar expression pattern was noticable for Tgfbr1 mRNA expression although this did not reach statistical significance (Fig. 7H). Nevertheless, miR-25 expression may not be exclusive to HSCs in the liver as expression analysis demonstrated miR-25 to be present in hepatocyte and macrophage cell lines, although at reduced levels compared to LX-2 cells (Supplementary Fig. 2). Hence, the role of miR-25 in specific liver cell populations and their individual effect on fibrosis development *in vivo* requires further investigation.

## Discussion

Liver fibrosis and its complications such as cirrhosis and hepatocellular carcinoma are a major global health burden with more than 1 million deaths from end stage liver disease in 2010^27^. Despite liver transplantation and antiviral agents, there is no curative anti-fibrotic therapy for the treatment of chronic liver disease available. Independent of the aetiology of chronic liver injury, activated HSCs, along with portal fibroblasts in some hepatic conditions, have been identified as the principal source of excessive extracellular matrix (specifically fibrillar collagen) secretion during fibrosis development^28,29^. Hence, a greater understanding of the mechanisms behind HSC activation and fibrogenesis is vital to identify new anti-fibrotic agents. In this study, we investigated a novel pathway in HSC activation involving miRNA-25-3p.

In recent years, miRNAs including miR-21, miR-29 and miR-122, have been shown to play a role in ‘fine-tuning’ gene expression during processes associated with HSC activation^30–33^. Besides their role in intracellular gene regulation, miRNAs can also be found in extracellular vesicles^16,34^ or bound to extracellular RNA-binding transport proteins^35^ in body fluids and are suggested to function as paracrine or endocrine messengers within the body^15^. Therefore, miRNAs have been widely evaluated as potential biomarkers of various disease states including hepatic fibrosis^19,36,37^. In this regard, we have previously demonstrated a significant decrease of miR-25 in serum of children with cystic fibrosis with associated liver disease, compared to paediatric CF without any sign of liver involvement, suggesting a possible regulatory function of this miRNA in the liver^21^. Here we demonstrate for the first time that miR-25 is expressed in the activated human HSC cell line LX-2 as well as in primary murine HSCs. Fluorescence *in-situ* hybridisation (FISH) experiments revealed a punctate cytoplasmic appearance of miR-25 in both activated primary HSCs and LX-2, whereas in quiescent HSCs the expression was below the detectable level. qRT-PCR analysis of culture-activated primary murine HSCs and HSCs isolated from TAA-treated mice confirmed an activation-dependent expression of miR-25, however, there was no effect of miR-25 overexpression on the expression of generic markers of HSC activation/quiescence such as αSMA, PPARγ, E-cadherin or vimentin. Furthermore, we did not detect any change in cell proliferation in miR-25-overexpressing human LX-2 HSCs, although miR-25 has been shown to promote growth of the tumorigenic hepatocyte cell lines HepG2 and HuH7 *in vitro*^23^ and has been associated with metastasis in esophageal and gastric cancer^38,39^. In contrast, in osteosarcoma, miR-25 has been described to act as a tumour suppressor by inhibiting cell proliferation, migration and invasion^40,41^. These data support a highly cell-, tissue- or context-specific role for miR-25 expression in different disease conditions.

While conventional markers of HSC activation were unaffected by miR-25 overexpression, mRNA levels of TGF-β and its type 1 receptor (TGFβR1) were significantly decreased. Moreover, we demonstrated that miR-25 inhibited TGF-β signaling via Smad2 phosphorylation and the subsequent mRNA induction of collagen 1a1, the principal fibrillar collagen involved in hepatic fibrogenesis, whereas miR-25 inhibition using an antagomir significantly increased TGF-β-induced collagen 1a1 mRNA expression. Interestingly, TGF-β-induced αSMA mRNA expression was unaffected by miR-25 overexpression or inhibition. Different studies suggest that Smad2 and 3 might function via independent pathways in HSCs^42,43^. Consistent with a regulatory role in hepatic fibrogenesis, miR-25 expression was increased in TAA and CDE models of liver fibrosis in mice. MiR-25 has already been shown to regulate TGF-β and collagen expression in extrahepatic organs. Increased TGF-β and collagen 1a1 expression during skin wound healing in mice was associated with reduced expression of miR-25^24^. Furthermore, collagen 1a2 expression was significantly decreased after miR-25 transfection of cardiac fibroblasts^25^ and cardiomyocyte H9c2 cells, whilst miR-25 inhibition reversed collagen downregulation^44^. In renal cancer cells, miR-25 expression was induced by TGF-β treatment and positively correlated with TGF-β expression, while inhibition of miR-25 accelerated TGF-β-induced collagen expression^45^. We did not see an induction of miR-25 expression in LX-2 cells using 5 ng/ml TGF-β (the concentration used in all our experiments), however higher TGF-β concentrations may be required to induce miR-25 expression in LX-2, as they represent already activated HSCs. In summary, these data support a regulatory role for miR-25 during HSC activation, preventing excessive collagen expression in the ongoing presence of TGF-β.

As miR-25 mRNA targets have not previously been investigated in HSCs, we performed pull-down experiments and also analysed the impact of miR-25 overexpression on a panel of 199 mRNAs by NanoString analysis in LX-2 cells to identify biologically and functionally relevant target genes. Analysis and further validation of significantly enriched pull-down targets did not reveal any members of the TGF-β signaling cascade, suggesting the effect of miR-25 on this pathway is indirect. One of the potential limitations of our pull-down methodological approach to identify mRNA targets is that it may not be optimal in detecting mRNAs that are degraded after miRNA binding. Therefore, we performed additional mRNA expression analysis to confirm targets that are strongly downregulated in miR-25- overexpressing LX-2 cells. Thus, we identified several Notch pathway components, including ADAM-17 and FKBP14, as direct miR-25 target genes. 

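The probe pair for ADAM17 (NM_003183.4) binds the target sequence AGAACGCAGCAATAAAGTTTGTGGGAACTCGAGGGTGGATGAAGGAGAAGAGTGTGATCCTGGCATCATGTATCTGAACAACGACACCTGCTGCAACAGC, as Supplementary Data 2 gives it. ADAM17 had a mean of 586 counts, and its ratios in the NanoString analysis before correction were 1.04, 1.00 and 1.02 at 24 h and 0.749, 0.914 and 1.06 at 48 h. Its log2 fold change was 0.03 (standard error 0.065) at 24 h, which turned to -0.01 with TMM scaling, and -0.12 (standard error 0.080, adjusted p = 0.540 from edgeR's quasi-likelihood test) at 48 h. RBPJ (NM_015874.3), with a mean of 2696 counts, had ratios of 0.983, 1.01 and 0.95 at 24 h and of 0.854, 0.996 and 0.921 at 48 h. At 48 h its log2 fold change was -0.11 (standard error 0.049, adjusted p = 0.327 from edgeR's quasi-likelihood test), lower in all 3 pairs, or in 2 of 3 with TMM scaling. NUMBL (NM_004756.3), with a mean of 287.0 counts, had ratios of 1.15, 0.985 and 0.907 at 24 h and of 1.32, 1.13 and 1.13 at 48 h. It was higher in all 3 pairs at 48 h, with a log2 fold change of 0.23 (standard error 0.092, adjusted p = 0.310 from edgeR's quasi-likelihood test). At 24 h its average log2 ratio was 0.01 with scaling to the total and -0.02 with TMM scaling.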

NanoString analysis demonstrated miR-25-dependent suppression of ADAM-17, NOTCH1 and NOTCH3 and the downstream transcriptional regulator RBPJ, whilst the inhibitory regulator numb-like (NUMBL)^46^ was upregulated after miR-25 transfection.

Notch signaling is known to be involved in fibrosis development in the liver as well as in other organs^47,48^. Inhibition of Notch signaling via γ-secretase inhibitors or NOTCH3-specific shRNA attenuated liver fibrosis progression and HSC activation in several studies^8,49–51^. In HSCs, Jagged-1 signaling through the NOTCH3 receptor appears to play an important role in myofibroblast transformation, whereas a role for NOTCH1 has not been established^8,52^. Upon ligand binding, Notch receptors are cleaved at the extracellular domain by ADAM (A Disintegrin And Metalloproteinase) sheddases, such as ADAM-17, which facilitates cleavage of the intracellular domain by the γ-secretase complex^48^. In miR-25 overexpressing LX-2 cells, ADAM-17 mRNA and protein were significantly downregulated and cleavage of NOTCH1 receptor, which can be cleaved by ADAM-17 in a ligand-independent manner^53,54^, as well as translocation of the NICD1 to the nucleus, was reduced. Mir-25 overexpression also inhibited NOTCH3 mRNA expression in LX-2 cells, however we did not see an inhibitory effect on protein expression. These data are in line with a study that demonstrated that NOTCH 2 and 3 are not ADAM-17 substrates^55^. Target pull-down and validation experiments also revealed FKBP14 as a target of miR-25 suppression. FKBP14 (FK506 Binding Protein 14) is essential for γ-secretase function and its knock out results in reduction of Notch signaling in drosophila^56^. Moreover, in primary HSCs isolated from fibrotic mouse livers we demonstrated that the mRNA expression of Adam-17 and Fkbp14 was significantly decreased compared to cells isolated from healthy animals. The expression pattern of miR-25 in HSCs isolated from the same mice showed the opposite result, which suggests a potential mechanistic link which would support our *in vitro* observations. Further *in vivo* evidence confirming our proposed miR-25-dependent regulatory mechanism of Notch-regulated TGFβ1-induced collagen expression is required although this was beyond the scope of the current investigation. Together, our data indicate that miR-25 represses NOTCH1-dependent HSC activation at multiple levels, including via downregulation of ADAM-17 and FKBP14. Further mechanistic evaluation is required to determine the precise mechanism involved in this regulation.

There are several suggestions within the literature of bidirectional cross-talk between Notch and TGF-β signaling. Inhibition of Notch activation was shown to suppress TGF-β signaling in kidney fibrosis and TGF-β expression was highly upregulated in NOTCH1 intracellular domain (NICD1) overexpressing tubular endothelial cells^57^. Similarly, in rat peripheral blood mononuclear cells, Notch signaling inhibition resulted in downregulation of TGF-β signaling components and *vice versa*^58^. In a previous study in LX-2 cells, inhibition of Notch signaling by a γ-secretase inhibitor resulted in decreased responsiveness to TGF-β stimulation^8^. It has also been proven that TGF-βR1 is a direct target of NOTCH1 signaling in prostate basal cells^59^. Consistent with these previous studies, we demonstrated reduced expression of Notch pathway components, and reduced NOTCH1 activity (cleavage and nuclear translocation), which was associated with dampened TGF-β-stimulated collagen expression.

Overall, the NanoString analysis highlighted the complex and far-reaching impact of miR-25 overexpression in LX-2 cells. Further validation of selected candidate genes revealed decreased expression of Wnt5a mRNA 48 h, and protein 72 h, after miR-25 transfection. Wnt5a has been shown to potentiate TGF-β signaling in intestinal epithelial cells^60^,and Beljaars and colleagues recently demonstrated that Wnt5a expression is induced by TGF-β, and in turn increases TGF-β-stimulated collagen 1a1, vimentin and fibronectin expression in LX-2 cells^61^. Therefore, we suggest that miR-25 mediated inhibition of autocrine TGF-β signaling may explain the downregulation of Wnt5a in LX-2 cells, which may in turn contribute to the reduced collagen 1α1 expression we observed. Together, our data suggest miR-25 modulates Wnt signaling in HSCs via regulating the expression of specific ligands, receptors and other regulatory molecules.

In conclusion, our findings suggest that miR-25 expression may act as a negative feedback regulator during HSC activation and hepatic fibrogenesis. Being upregulated in activated HSCs, miR-25 downregulates Notch signaling, potentially via multiple mechanisms including ADAM-17 and/or FKBP14-dependent cleavage of NOTCH1 (Fig. 8). As a result, NOTCH1 signaling is diminished, potentially leading to reduced expression of TGF-β and its type 1 receptor, as shown in prostate basal cells^59^. This in turn may reduce TGF-β-induced collagen expression and Wnt5a expression in HSCs. Downregulation of Wnt5a and frizzled receptors and a subsequent reduction in Wnt signaling capacity would also be expected to impact negatively on TGF-β signaling and HSC activation^61^. Reduced Wnt5a secretion may not only affect HSC activation in an autocrine manner, but also regulate fibrogenic processes in neighbouring cells, such as macrophages^62^, in a paracrine manner. Thus we propose that miR-25 acts as a negative regulator of pro-fibrotic stimulation of HSCs during hepatic fibrosis progression. We have presented evidence using both *in vitro* culture-induced activated HSCs as well as HSCs isolated from a murine model of hepatic fibrosis to demonstrate our proposed miR-25-dependent negative feedback regulation driving collagen expression. To provide further evidence of the significance of these novel data, future investigations will be need to assess the impact of HSC-specific overexpression of miR-25 in models of hepatic fibrosis *in vivo*, to fully evaluate the role of miR-25 on the Notch/TGFβ1-signaling pathway cross-talk that drives HSC collagen expression in chronic liver disease.

**Figure 8:**
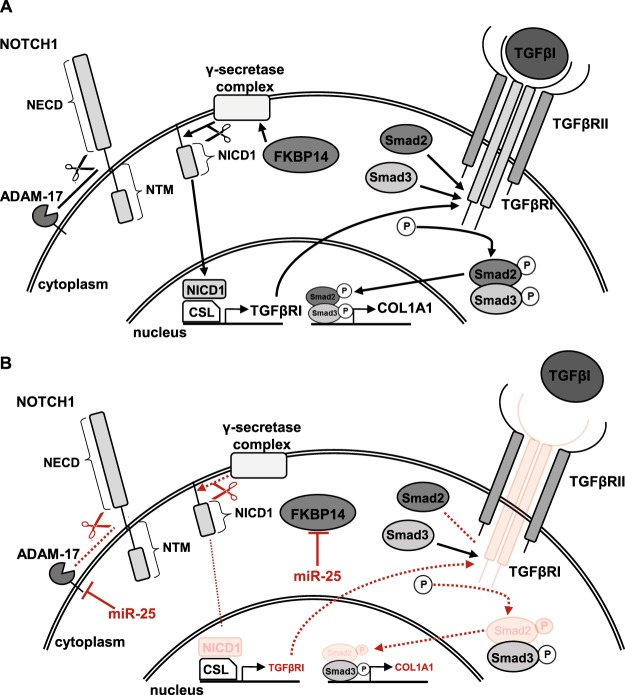
Schematic representation of the putative effect of miR-25 overexpression on TGF-β-induced collagen expression in HSCs. (**A**) In untreated HSCs Notch1 receptor is stepwise cleaved by ADAM-17 sheddase and the γ-secretase complex, which is stabilised by FKBP14 protein, releasing the Notch intracellular domain (NICD1) into the cytoplasm. The NICD1 translocates into the nucleus and induces gene expression of TGF-βR1 by binding to the CSL (CBF1/RBPJ-κ, Suppressor of Hairless, Lag-1) transcription factors. In the cell membrane TGF-β receptor 1 (TGF-βRI) protein dimerises with TGF-βRII to bind TGF-β, resulting in phosphorylation of Smad proteins 2 and 3. The p-Smad2/3 complex then initiates expression of collagen1a1 (COL1A1) in the nucleus. (**B**) HSCs overexpressing miR-25 downregulate expression of ADAM-17 and FKBP14, therefore cleavage of Notch1 receptor is decreased. As a result less NICD1 translocates into the nucleus followed by reduced expression of TGF-βRI in those cells. A reduction of TGF-βRI on the cell surface leads to diminished sensitivity to TGF-β, decreased Smad2 phosphorylation and subsequent COL1A1 expression after TGF-β stimulation.

## Materials and Methods

### Cell culture and miRNA transfection

Primary murine HSCs were isolated from male ex-breeder C57Bl/6 mice as previously described^5,63^ and cultured in Dulbecco’s Modified Eagle Medium (DMEM), 20% fetal calf serum (FCS), 1% glutamin, 1% penicillin/streptomycin at 37 °C, 5% CO_2_ for 0, 1 or 7 days. The human HSC line LX-2 (kindly provided by Prof. Scott L. Friedman, Mount Sinai School of Medicine, NY) was cultured in DMEM, 2% FCS, 1% glutamin, 1% penicillin/streptomycin at 37 °C, 5% CO_2_. Cells were cultured in 6-well plates or 10 cm tissue culture dishes until 80% confluency and transfected with 10 pmol/ml miR-25 or control mimics (MISSION microRNA mimics, Sigma Aldrich, St. Louis, MO, USA) using Effectene transfection reagents (Qiagen, Hilden, Germany) or Lipofectamine LTX (Life Technologies, Carlsbad, CA, USA), according to the manufacturer’s instructions. A non-specific miRNA mimic based upon a *Caenorhabditis elegans* sequence (MISSION microRNA mimics negative control 2; Sigma) served as control. For miR-25 inhibition experiments, LX-2 cells were cultured in 6-well plates until 80% confluency and transfected with 20 pmol/ml miR-25 antagomir (MISSION microRNA inhibitors, Sigma Aldrich) using Lipofectamine LTX transfection reagent (Life Technologies) as recommended by the manufacturer. A non-specific miRNA antagomir based upon a *Caenorhabditis elegans* sequence (MISSION microRNA inhibitor negative control 2; Sigma Aldrich) served as control antagomir.

### Proliferation assays

Cell proliferation was measured using the Incucyte Zoom live content imaging (Essen Bioscience, Ann Arbor, MI, USA). 2 × 10^5^ miR-25- or control-transfected LX-2 cells were seeded (in triplicate) in 12-well plates containing 2 mL of medium and incubated in the Incucyte Zoom machine. Cell growth was measured every 3 hours for up to 7 days and plotted as percentage confluence using the Incucyte analysis software. Alternatively, proliferation was measured by the MTT method, where cells were seeded in 96-well tissue culture plates at a density of 4 × 10^3^ cells per well and transfected with miR-25 or control mimics. After 24 h cells were incubated with MTT (3-(4,5-Dimethylthiazol-2-yl) -2,5-diphenyltetrazolium bromide) reagent (5 mg/ml) for 4 h at 37 °C. Cells were then washed, incubated for 15 min with DMSO and the absorbance was measured at 590 nm (620 nm reference filter) in a spectrophotometer.

### qRT-PCR analysis

For quantitative real-time PCR analysis RNA was isolated from miRNA-transfected LX-2 cells using the RNeasy Kit (Qiagen) or from primary isolated HSCs using the Isolation II RNA Mini Kit (Bioline, Luckenwalde, Germany) as recommended. 1 µg (LX-2) or 100 ng (primary HSCs) of RNA was transcribed into cDNA using SensiFAST^TM^ cDNA synthesis kit (Bioline) followed by qRT-PCR with Platinum SYBR Green (Life Technologies) on a standard protocol (50 °C 2 min, 95 °C 2 min; 40 cycles: 95 °C 15 sec, 60 °C 30 sec). Primers are listed in Supplementary Table 1. Relative expression of mRNA was calculated by *Pfaffl* method^64^. Target gene expression was normalized to the relative expression of the housekeeping gene Glyceraldehyde 3-phosphate dehydrogenase (GAPDH).

### TGF-β stimulation assay

For TGF-β stimulation experiments LX-2 cells were seeded in 6-well plates at a density of 2–3 × 10^5^ cells per well. Cells were serum starved overnight and transfected with miR-25 or control mimics, vs. miR-25 or control antagomirs, respectively, as described above. One day post transfection cells were treated with recombinant human TGF-β (5 ng/ml; Sigma) or an equal amount of phosphate-buffered saline (PBS) as control in serum-free medium. Cells were lysed after 6 h for subsequent protein analysis or after 24 h for RNA isolation.

### Biotin pull-down assay and Illumina microarray hybridization

Biotin-based pull-downs were performed as previously described^65^. Briefly, LX-2 cells were grown in 10 cm tissue culture dishes until >80% confluent. 50 pmol of biotin-labelled miR-25 duplex (5′-CAUUGCACUUGUCUCGGUCUGAAG -Biotin-3′; 3′-GAGCAACGUGAACAGAGACAGACU-5′) was combined with Lipofectamine 2000 (Life Technologies) and transiently transfected into LX-2 cells for 24 h. Cells were then lysed with freshly prepared lysis buffer (10 mM KCl, 1.5 mM MgCl_2_, 10 mM Tris-Cl pH7.5, 5 mM DTT, 0.5% Sigma-IGEPAL, 60 U/mL SUPERase inhibitor, 1x Complete Mini protease inhibitor). Total lysate was used as a control while the remaining lysate was combined with pre-washed and blocked MyOne Streptavidin C1 Dynabeads (Invitrogen, Carlsbad, CA, USA) to capture miRNA duplexes and bound mRNA targets. Captured mRNA (50 ng) was amplified and labelled using the Illumina Total Prep RNA Amplification Kit (Ambion, Carlsbad, CA, USA) as per the manufacturer’s instructions. Samples were hybridized and run on Illumina Human HT-12 chips. Profiling was performed from three independent biological replicates per group.

Array data were exported from Genome Studio (Illumina, San Diego, CA, USA) and analysed as described previously^66^. Briefly, data were normalised using the lumi package^67^ followed by testing for differential expression between control and pull-down samples using the lmFit and eBayes functions in the limma package in R^68^. Probes that met a 5% false discovery rate threshold, had an adjusted p-value <0.05 and a fold-change >2 were considered significantly enriched. Matching transcripts to these probes were deemed putative targets of miR-25. Targets that met the aforementioned criteria were analysed with Ingenuity Pathway Analysis (Qiagen Bioinformatics) for overlap of predicted targets with TargetScan (version 7.2^69^) and miRDB^70^ prediction databases.

### Luciferase reporter assay

MiRNA target binding was validated by Dual Luciferase Assay (Promega, Madison, WI, USA). DNA vectors containing clones of target 3′UTRs (pMiRTarget; Origene, Rockville, MD, USA) were co-transfected with miRNA or control mimics into LX-2 cells following manufacturer’s recommendations. Luciferase activities were measured 48 h after transfection with a bioluminescence plate reader.

### NanoString nCounter assays and analysis

To analyse mRNA expression on the NanoString nCounter platform, LX-2 cells were transiently transfected with miR-25 or control mimics in a 6-well plate as described above. In parallel one well of each plate was transfected with a fluorescein-labelled control miRNA (Bioneer Corporation, Daejeon, South Korea) and transfection efficiency was set as percentage of fluorescein-positive cells from all cells. 

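The transfection efficiency given for each pair was 59%, 75% and 81% at 24 h and 42%, 61% and 65% at 48 h, for replicates 1 to 3. The labels and Supplementary Data 2 also give the level of miR-25 relative to the control sample of the pair, which was 62.3, 193 and 350.1 at 24 h and 347, 482 and 681 at 48 h. The efficiency is a single value per pair without a replicate error, measured in another well than the RNA.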

RNA from miR-25 and control miRNA transfected LX-2 cells was extracted using the RNeasy Kit (Qiagen). The differential expression of 199 genes relating to pluripotency and cell differentiation was investigated using the nCounter Dx Stem Cell Panel, following the manufacturers XT Assay protocol (MAN-10023-11). Briefly, 50 ng of RNA was hybridised to the Reporter and Capture probes at 65 °C for 16 h. The samples were loaded onto the nCounter Prep Station to wash off unbound probes and immobilised on the cartridge for data collection. The target probes were digitally counted using the nCounter Digital Analyser. The data were processed using nSolver Analysis Software version 3.0. The raw counts were corrected using background probes, and scaling was performed using positive probes as per nSolver standard analysis by the manufacturer. 

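The normalized values in Supplementary Data 2 were compared with the deposited counts. In each of the 12 samples they lay on a straight line of the counts over the 153 genes listed, with a largest deviation of 4e-05. The count at which this line crosses 0 lay within 0.00535 counts of the mean of the negative control probes, which was 4.5 to 5.75 counts at 24 h and 2.50 to 3.75 counts at 48 h. The divisor of the line was 2103 to 2683 counts at 24 h and 701 to 1313 counts at 48 h, which was 0.376% to 0.495% above the mean over the listed genes. The uncorrected ratios computed from the counts in this way differed from those of Supplementary Data 2 by at most 0.03% over 756 values.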

Corrected RNA counts for genes in each array were normalised to the average counts in each sample (i.e. normalized counts = N/average of all counts). The ratio of expression of genes after miRNA transfection was calculated against control transfection for each replicate (n = 3 per time point). In order to correct for transfection efficiency, we defined unchanged genes as those with average ratio (across the triplicates) of miR-25/control between 0.98 and 1.02. Genes with miR-25/control ratios <0.98 were defined as downregulated and the ratios were corrected by multiplication with transfection efficiency. 

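The direction of the correction was traced for the genes with q values in Supplementary Data 2. At both time points the factor applied to a gene there followed its average ratio at 48 h. At 24 h it also followed the 24 h average ratio of the same gene, beyond the limits of 0.98 and 1.02, for 36 of them. Of the genes multiplied by the efficiency at 24 h, 18 had a 24 h average ratio above 1.02 in these counts, and of those divided by it 3 had a ratio under 0.98. A further 30 genes had a 24 h average ratio between these limits and were corrected.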

Genes with miR-25/control ratios >1.02 were defined as upregulated and the ratios were corrected by dividing by transfection efficiency. 

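With the efficiencies of the 3 pairs averaged, a gene with the same ratio in each pair moves from 0.98 to 0.702 at 24 h and to 0.549 at 48 h. A ratio of 1.02 moves to 1.45 at 24 h and to 1.89 at 48 h, so that at 48 h a gene just outside the range of unchanged genes lies beyond a change of 1.5-fold on either side. The same steps were run on simulated counts in which no gene differed between control and miR-25 samples, for 108 genes with a mean of at least 100 counts. In 3 runs, 11 to 15 genes were called at 24 h and 75 to 77 at 48 h with the correction, and none without it. Over all genes with a value above 0, 13 to 40 genes were called at 24 h and 1 to 6 at 48 h with the correction, and 2 to 3 and 1 to 5 without it. With a mean of at least 100 counts, the real counts gave 29 calls at 24 h and 47 at 48 h. The simulated counts had 1 common dispersion, so the spread of their ratios need not match that of the real counts. They show that the correction alone can give calls, not how many of the real calls it gave.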

The normalized and transfection efficiency-corrected data are shown in Supplementary Data 2. Genes that were expressed in all samples and deregulated by ectopic expression of miR-25 were subjected to pathway analysis and protein-protein interaction (PPI) using STRING (v10)^71^.

### miRNA isolation and relative quantification

Isolation of miRNA from LX-2 cells was performed using an adapted protocol for the RNeasy Kit (Qiagen). For miRNA isolation from liver tissue or primary HSCs samples were homogenized in TRI reagent and RNA was extracted by adding chloroform followed by precipitation with isopropanol. For quantitative analysis 100 ng (primary HSCs) or 2 µg (LX-2 cells, liver tissue) of RNA were transcribed into cDNA using the miScript II RT Kit (Qiagen) according to manufacturer’s instructions. Afterwards real-time PCR analysis was performed using the miScript SYBR^®^ Green PCR Kit and appropriate Primer Assays (Qiagen) as recommended in the manufacturer’s protocol. Relative expression of miRNA was analysed using the 2^ΔCT^ method normalizing all samples to the relative expression of the housekeeping gene RNU6-2.

### Western Blot analysis

Cells were lysed in RIPA buffer (2% NP-40, 0.05% Na-deoxycholate, 0.1% sodium dodecyl sulfate (SDS), 1x protease and phosphatase inhibitor in PBS) and 10 or 20 µg protein per sample were separated by SDS polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to a low-fluorescent PVDF membrane (Merck Millipore, Burlington, MA, USA). After blocking with Odyssey® TBS blocking buffer (Li-Cor Biosciences, Lincoln, NE, USA) for 1 h at room temperature membranes were incubated with the following primary antibodies: anti-Wnt5 (1:2000; ProSci Inc., Poway, CA, USA), anti-ADAM-17 (1:1000; Abcam, Cambridge, UK) anti-Smad2, anti-p-Smad2, anti-Smad3, anti-p-Smad3, anti-β-catenin, anti-Notch1, anti-Notch3, anti-Histone H3 (all 1:1000; Cell Signaling Technologies, Danvers, MA, USA), anti-activated Notch1 (1:1000; Abcam) and anti-β-actin (1:10,000; Sigma) for 4 °C overnight. Signal detection was obtained by incubating the membranes with the corresponding secondary antibodies anti-mouse-IRDye680 (1:20,000) as well as anti-rabbit-IRDye800 (1:20,000; both Li-Cor) for 1 h at room temperature and subsequently scanning with an Odyssey® CLX infrared imaging system (Li-Cor). Relative sample quantification was performed with Image Studio Lite Software version 5.2.5 (Li-Cor) and images were prepared for display with ImageJ software 1.51j8 (NIH, USA). All full-length blots are provided in Supplementary Information (Supplementary Fig. 3).

### Fluorescence *in situ* hybridization (FISH)

LX-2 cells and primary HSCS were seeded on glass cover slips and cultured as described above. Cells were fixed with cold methanol for 2 min. Cover slips were incubated with Digoxigenin-labelled DNA-oligo probes (miR-25: 5′-/5DigN/TCAGACCGAGACAAGTGCAATG/3DigN/-3′; scrambled: 5′-/5DigN/GATAGGTA GCGACATACACCGA/3DigN/-3′; 1 pmol/µl in hybridization buffer [40 mM HEPES, 0.4 M NaCl, 2 M Urea, 1 mM EDTA]) at 37 °C overnight in a humidified chamber. After blocking the cells in 1% bovine serum albumin in PBS, probes were detected by using an anti-Digoxigenin antibody (1:500, 4 °C, overnight; Vector Laboratories, Burlingame, CA, USA) and an appropriate anti-goat-Alexa-594 secondary antibody (1:1000, 1 h at room temperature; Life Technologies). In parallel, primary HSCs were stained for HSC marker glial fibrillary protein (GFAP) or alpha smooth muscle actin (αSMA) with anti-GFAP (1:300; Cell Signaling) or anti-αSMA (1:1000; Sigma) primary antibodies and subsequent anti-mouse-Alexa488 secondary antibody (1:1000, Life Technologies), all for 1 h at room temperature. Finally, cover slips were mounted with fluorescence mounting medium containing DAPI and visualised with a confocal laser scanning microscope.

### Animal models of liver fibrosis

All animal experiments performed were approved and monitored by the University of Queensland (MED/PAH/156/13/PAHRF/NHMRC, UQDI/571/12/NHMRC/AIDRCC) and Curtin University (AEC_2013_36) Animal Ethics Committees. All procedures were conducted in accordance with the “Australian code of practice for the care and use of animals for scientific purposes” (Australian National Health & Medical Research Council). To induce the TAA cytotoxic liver fibrosis model, 6- to 9-week-old mice were exposed to 300 mg/L thioacetamide (TAA, Sigma) in their drinking water over a period of 6 or 12 weeks^72,73^, or 8 weeks with a subsequent regression phase of 2 or 4 weeks. In a second model, fibrosis was induced by feeding mice with a modified choline-deficient ethionine-supplemented diet for 1 week^74,75^. The diet was custom-made by MP Biosciences (Santa Ana, USA) in a 70:30 (choline-deficient vs. choline-sufficient) composition. At the individual time points, mice were sacrificed and liver samples were homogenised in TRI reagent (Invitrogen) and stored at −80 °C for RNA isolation.

### Statistical analysis

All data represent at least 3 independent experiments and are represented as mean ± standard error of the mean. Statistical analyses were performed using GraphPad Prism version 7.02 (GraphPad Software). Depending on data composition significant differences between groups were tested using either one sample t-test or Wilcoxon signed rank test as well as One- and Two-way ANOVA with Tukey post hoc multiple comparison test. p < 0.05 was defined statistical significant.

## Supplementary information

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

## Data Availability

All data generated or analysed during this study are included in this published article (and its Supplementary Information Files). Additionally, the microarray and NanoString data are available from the Gene Expression Omnibus (GEO) under accession numbers GSE119019 (Illumina microarray) and GSE119022 (NanoString).

# Supplementary material for: Overexpression of miRNA-25-3p inhibits Notch1 signaling and TGF-β-induced collagen expression in hepatic stellate cells
**Source:** Sci Rep. 2019 Jun 12;9:8541. doi: 10.1038/s41598-019-44865-1

# Overexpression of miRNA-25-3p inhibits Notch1 signaling and TGF- $\beta$ -induced collagen expression in hepatic stellate cells

Berit Genz<sup>1,2,3</sup>, Miranda A. Coleman<sup>1</sup>, Katharine M. Irvine<sup>2,3</sup>, Jamie R. Kutasovic<sup>3,4</sup>, Mariska Miranda<sup>4</sup>, Francis D. Gratte<sup>5,6</sup>, Janina E. E. Tirnitz-Parker<sup>5</sup>, John. K. Olynyk<sup>7,8</sup>, Diego A. Calvopina<sup>1</sup>, Anna Weis<sup>1</sup>, Nicole Cloonan<sup>9</sup>, Harley Robinson<sup>10</sup>, Michelle M. Hill<sup>10</sup>, Fares Al-Ejeh<sup>4</sup> and Grant A. Ramm<sup>1,3, \*</sup>

Hepatic Fibrosis Group, QIMR Berghofer MRI  

**Supplementary Table S1. Primer sequences used for qRT-PCR.**

| Human genes     | Primer  | Sequence (5' to 3')      |
|-----------------|---------|--------------------------|
| <b>ACTA2</b>    | forward | CTATCAGGGGGCACCCTATGTA   |
|                 | reverse | GCTCCGGAGGGGCAATGA       |
| <b>ADAM-17</b>  | forward | CCATGAAGTGTTCCGATAGAT    |
|                 | reverse | ACCTGAAGAGCTTGTTTCATCG   |
| <b>COL1A1</b>   | forward | AAGCCGAATTCCTGGTCTGG     |
|                 | reverse | CGATGGCTGCACGAGTCACA     |
| <b>CDH1</b>     | forward | CTGGTTCAGATCAAATCCAACA   |
|                 | reverse | CTTCAGCCATCCTGTTTCTCTT   |
| <b>FKBP14</b>   | forward | ACGGCTCCTTATTTCACTCCAC   |
|                 | reverse | ACACATTCCTTTCAAGCCCT     |
| <b>FZD1</b>     | forward | TGCCCTCCTACCTCAACTACCA   |
|                 | reverse | GCACTGACCAAATGCCAATCCA   |
| <b>FZD2</b>     | forward | CCCGACTTCACGGTCTACAT     |
|                 | reverse | CTGTTGGTGAGGCGAGTGTA     |
| <b>FZD8</b>     | forward | GACACTTGATGGGCTGAGGT     |
|                 | reverse | CAAATCTCGGGTTCTGGAAA     |
| <b>GHAPDH</b>   | forward | GTCCACCACCCTGTTGCTGTAG   |
|                 | reverse | GACACCCACTCCTCCACCTTTGA  |
| <b>HES1</b>     | forward | CTGAGCACAGACCCAAGTGT     |
|                 | reverse | GAGTGCGCACCTCGGTATTA     |
| <b>HEY1</b>     | forward | GCGTGGGAAAGGATGGTTGAG    |
|                 | reverse | CTCTCGGCTGCTTGCGTTC      |
| <b>JAG1</b>     | forward | GAGCTATTTGCCGACAAGGC     |
|                 | reverse | GGAGTTTGCAAGACCCATGC     |
| <b>LEP</b>      | forward | GACTTTTTGGATGGGCACAG     |
|                 | reverse | GTAGGAATCGCAGCGCC        |
| <b>NOTCH1</b>   | forward | CCACCTCGTCTCTCCACCT      |
|                 | reverse | ACAGCCACTCGCATTGACCATT   |
| <b>NOTCH2</b>   | forward | TGCCAAGGGTAGTAGGAGGAAGAA |
|                 | reverse | TGGAGAGGATGTGGTGTCTGGAA  |
| <b>NOTCH2NL</b> | forward | ACCCTCGCCTTGTGTCAATGG    |
|                 | reverse | CTGTTCTCTTCTCACTGTTTCTGG |
| <b>NOTCH3</b>   | forward | ACACCAATGCCCAGGACCAC     |

|                                |         |                           |
|--------------------------------|---------|---------------------------|
|                                | reverse | ATCAGTGCCGTTGAGCCATCTG    |
| <b>PPARG</b>                   | forward | GGCTTCATGACAAGGGAGTTTC    |
|                                | reverse | AACTCAAACCTTGGGCTCCATAAAG |
| <b>PTGR2</b>                   | forward | GAACAGCTCCGTGAATCATG      |
|                                | reverse | GTGGCTGTTCTCATTCTCATCTG   |
| <b>TGF-<math>\beta</math>1</b> | forward | TGGAAACCCACAACGAAATC      |
|                                | reverse | GGGTTCAGGTACCGCTTCTC      |
| <b>TGF<math>\beta</math>R1</b> | forward | GCCTTGGTCCTGTGGAACCTG     |
|                                | reverse | GGTCCTCTTCATTTGGCACTCG    |
| <b>VIM</b>                     | forward | GTGAATACCAAGACCTGCTCAA    |
|                                | reverse | AGGGAGGAAAAAGTTTGGAAGAG   |
| <b>WNT2</b>                    | forward | AGCAGGCGTCACCATCCAC       |
|                                | reverse | GGGCTTCCGTTGAGATAAAGGC    |
| <b>WNT3</b>                    | forward | AAGTTAGACAAAGGGTCCGTGAGG  |
|                                | reverse | TGGAGAGGAAGCAAAGGGATGGTT  |
| <b>WNT5A</b>                   | forward | CAACTGGCAGGACTTTCTCA      |
|                                | reverse | TTCTTTGATGCCTGTCTTCG      |
| <b>WNT9A</b>                   | forward | ACCCGACCTGGAGAACCGT       |
|                                | reverse | TCCTTGACGAACTTGCTGCTG     |
| <b>WNT10B</b>                  | forward | GCAACAAGACCAGCCGCC        |
|                                | reverse | TCACACAGCACATAGCAGCACC    |

| <b>Murine genes</b> | <b>Primer</b> | <b>Sequence (5' to 3')</b> |
|---------------------|---------------|----------------------------|
| <b>Acta2</b>        | forward       | ACTACTGCCGAGCGTGAGAT       |
|                     | reverse       | CCAATGAAAGATGGCTGGAA       |
| <b>Adam-17</b>      | forward       | CAGAAGAAGTGCCAGGAGGCTA     |
|                     | reverse       | GTTGTCAGTGTCAACGCATGC      |
| <b>Fkbp14</b>       | forward       | TGTGGAACGCTATCTTGGCA       |
|                     | reverse       | GCCTTCGTAGTGGACCAACA       |
| <b>Gapdh</b>        | forward       | AACTTTGGCATTGTGGAAGG       |
|                     | reverse       | GGATGCAGGGATGATGTTCT       |
| <b>Tgfbr1</b>       |               | AAAAGCAGTCAGCTGGCCTT       |
|                     |               | ATGACAGTGCGGTTATGGCA       |

## **SUPPLEMENTARY MATERIAL AND METHODS**

**Cell culture.** IHH cells (human immortalised hepatocytes; kindly provided by Prof. Didier Trono, Ecole Polytechnique Fédérale de Lausanne, Lausanne, Switzerland) were cultured in Dulbecco's Modified Eagle's Medium (DMEM) / Nutrient Mixture F-12 Ham (Sigma-Aldrich), supplemented with 10% foetal bovine serum (FBS, Gibco by Thermo Fisher Scientific, Carlsbad, California, United States), 1% L-Glutamine (Life Technologies, Carlsbad, California, United States) and 1x Insulin-transferrin-sodium selenite media supplement (Sigma-Aldrich) containing 5 mg/L insulin, 5 mg/L transferrin and 5 µg/L selenium. Huh7 (human hepatoblastoma cells) and RAW 264.7 (murine monocytes-derived macrophages) cell lines were cultured in DMEM containing 4500 mg/L glucose (Sigma-Aldrich) supplemented with 10% FBS (Gibco by Thermo Fisher Scientific) and 1% L-Glutamine (Life Technologies). All cells were cultured at 37°C in a 5% CO<sub>2</sub> containing humidified atmosphere.

**siRNA transfection.** LX-2 cells were cultured in 6-well plates until 80% confluency and transfected with 25 nmol/ml ADAM-17, FKBP14 or Firefly Luciferase (FLUC) siRNA (MISSION esiRNA [endoribonuclease-prepared siRNAs], Sigma Aldrich, St. Louis, MO, USA) using Lipofectamine LTX (Life Technologies, Carlsbad, CA, USA) according to the manufacturer's instructions. FLUC siRNA served as control. Cells were cultured for 48 h before harvesting for RNA isolation.

### Suppl. Figure 1

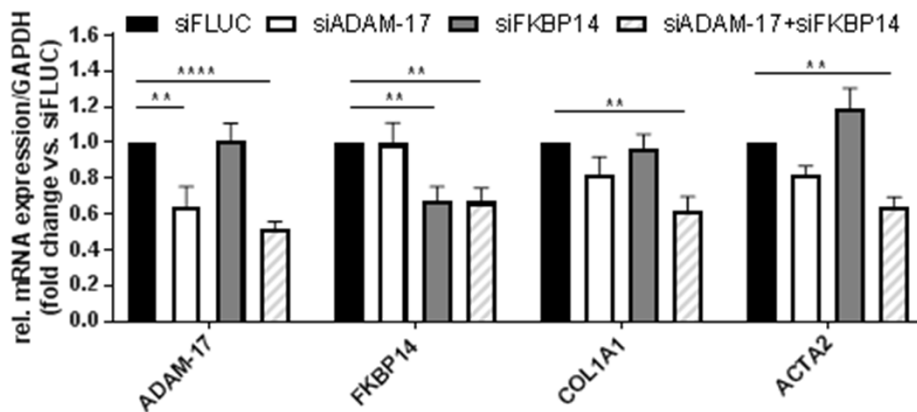

**Suppl. Figure 1:** Effect of siADAM-17 and siFKBP14 (alone and in combination) on the mRNA expression of ADAM-17, FKBP14, COL1A1 and ACTA2 in the presence of 5 ng/ml TGF $\beta$  in LX-2 cells. (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.0001, 2way-ANOVA, n=6). siFLUC – control siRNA against firefly luciferase

### Suppl. Figure 2

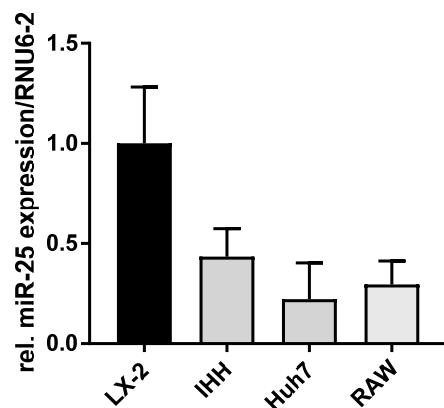

**Suppl. Figure 2:** qPCR analysis of miR-25 expression in different liver cell lines (n=3). LX-2 (human HSCs), IHH (human immortalised hepatocytes), Huh7 (human hepatoblastoma cells), RAW 264.7 (murine monocytes-derived macrophages)

# Suppl. Figure 3

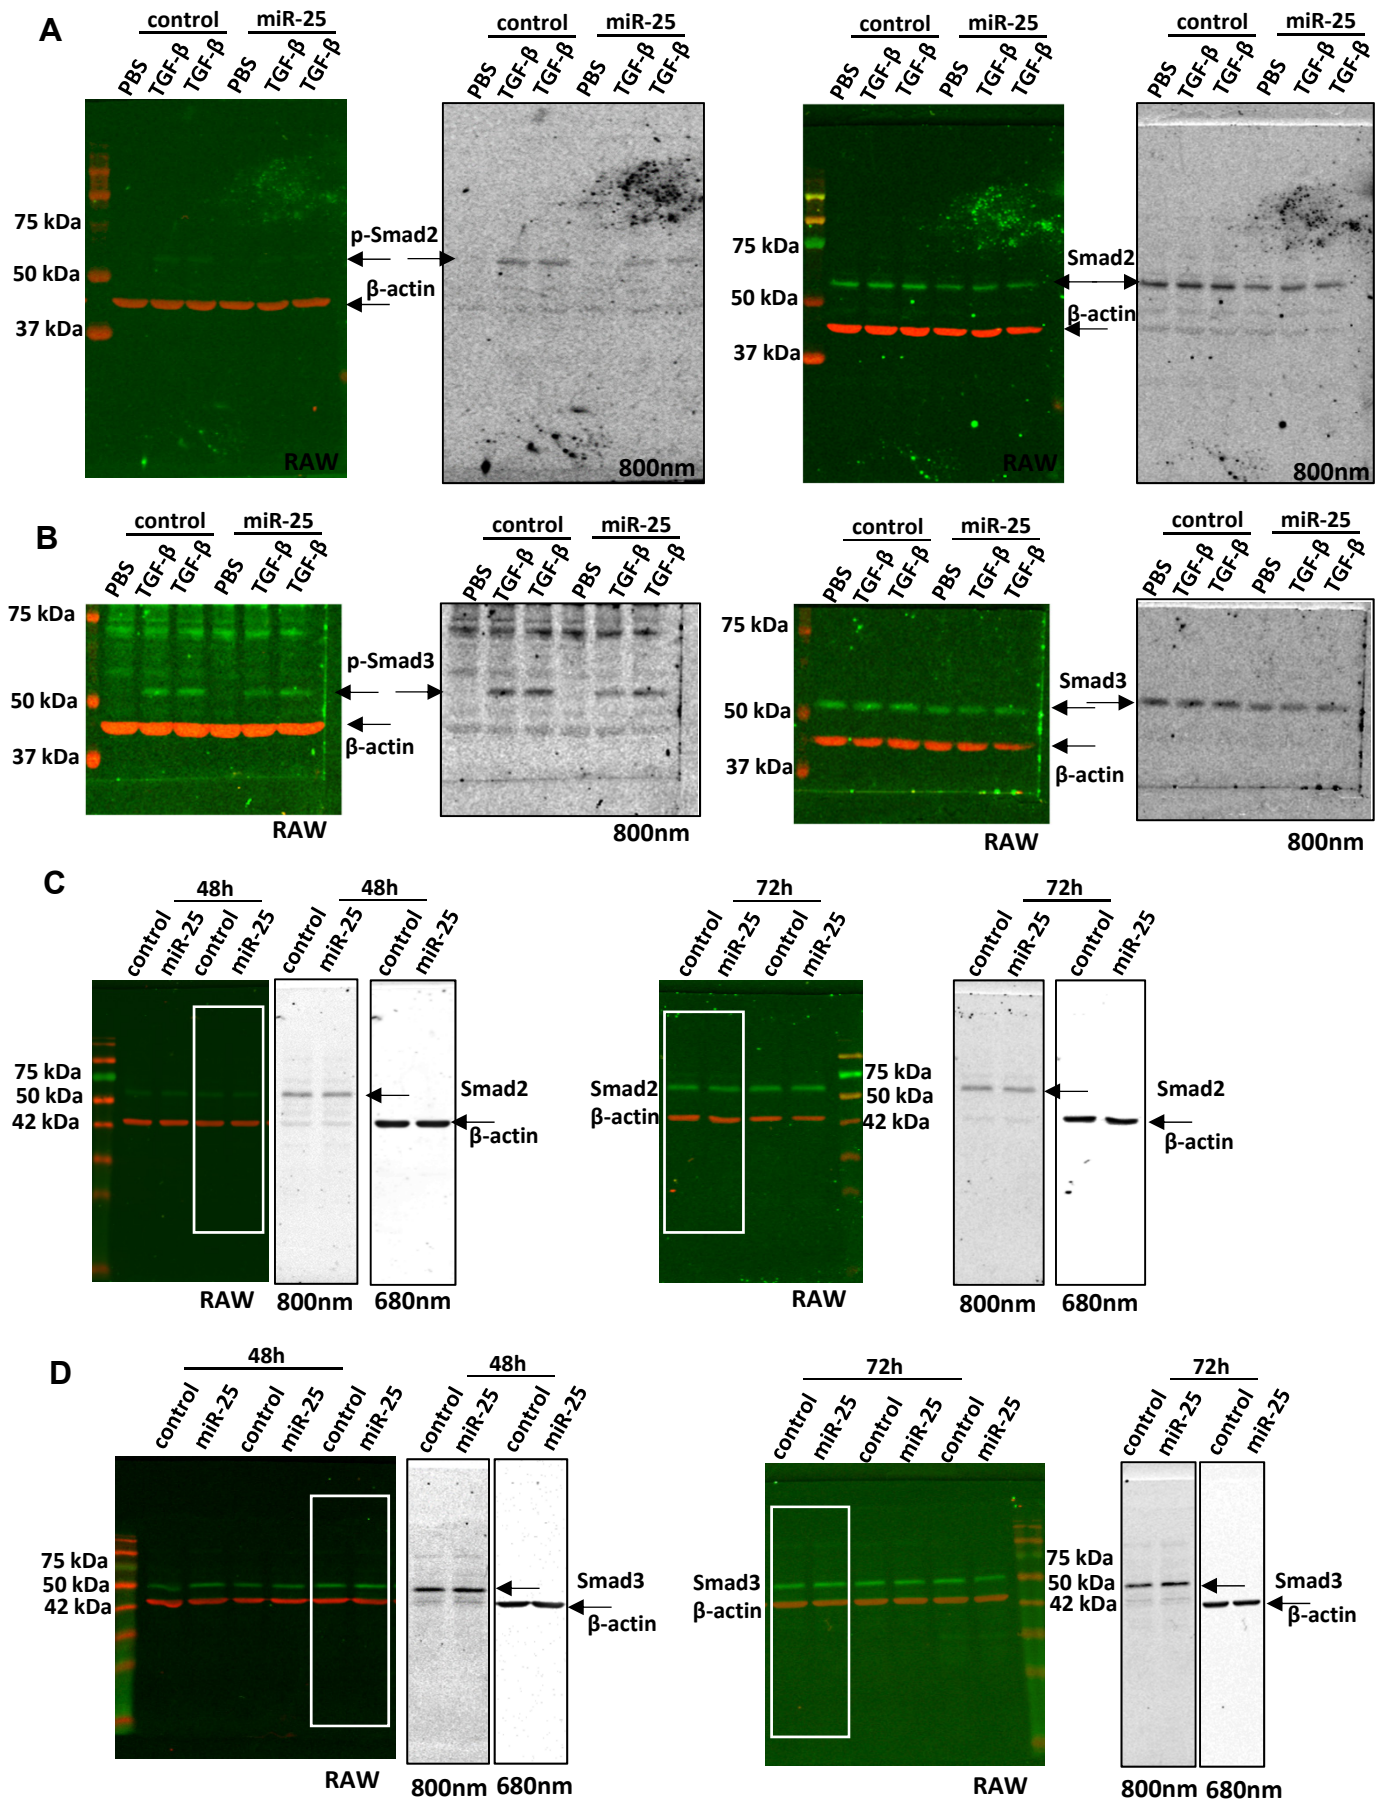

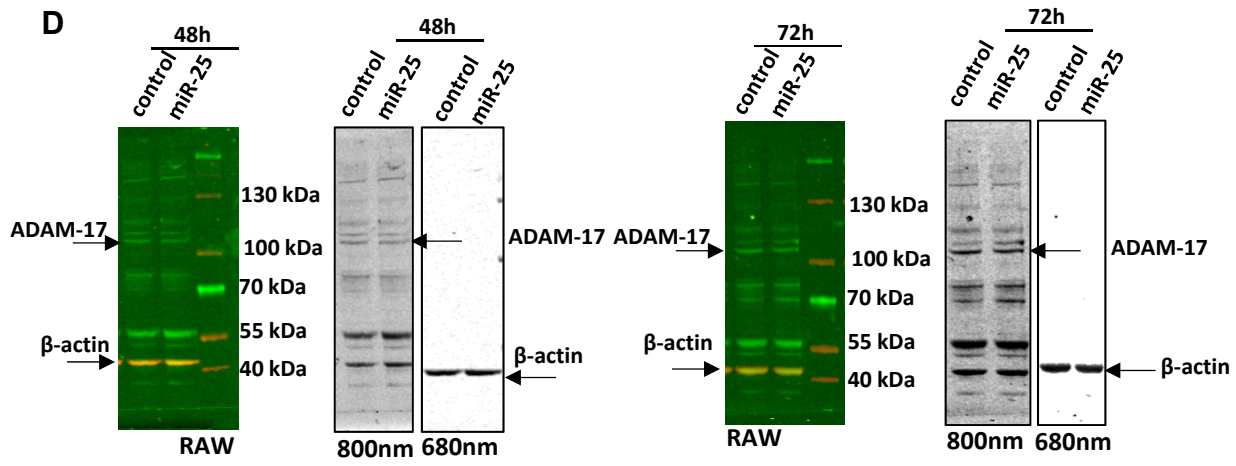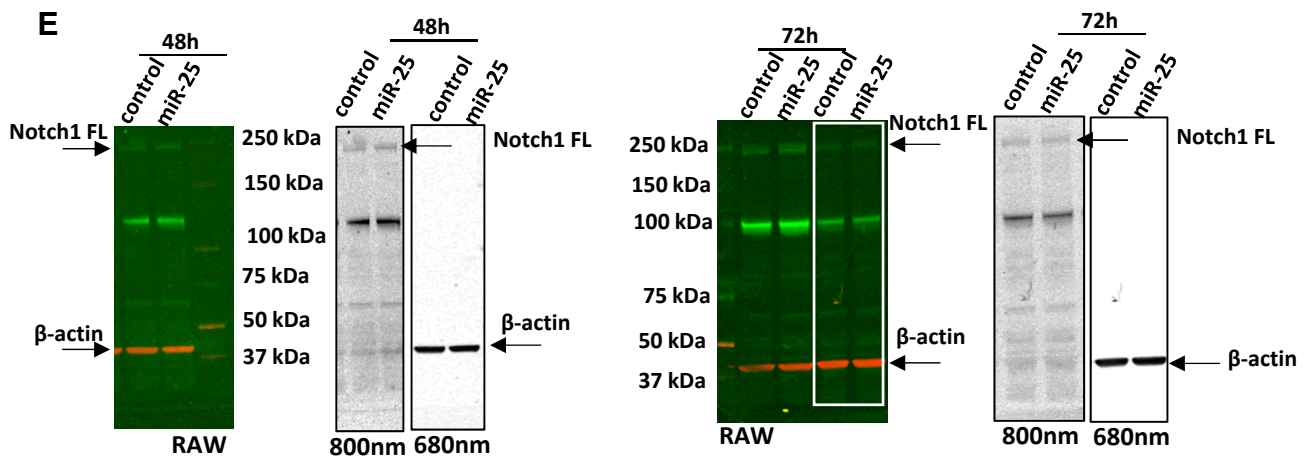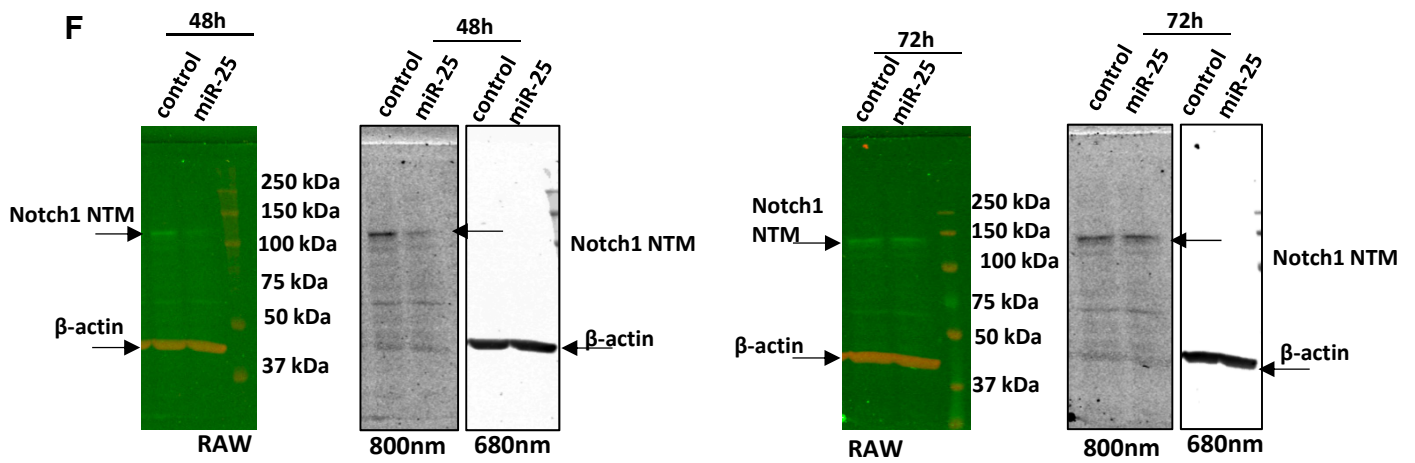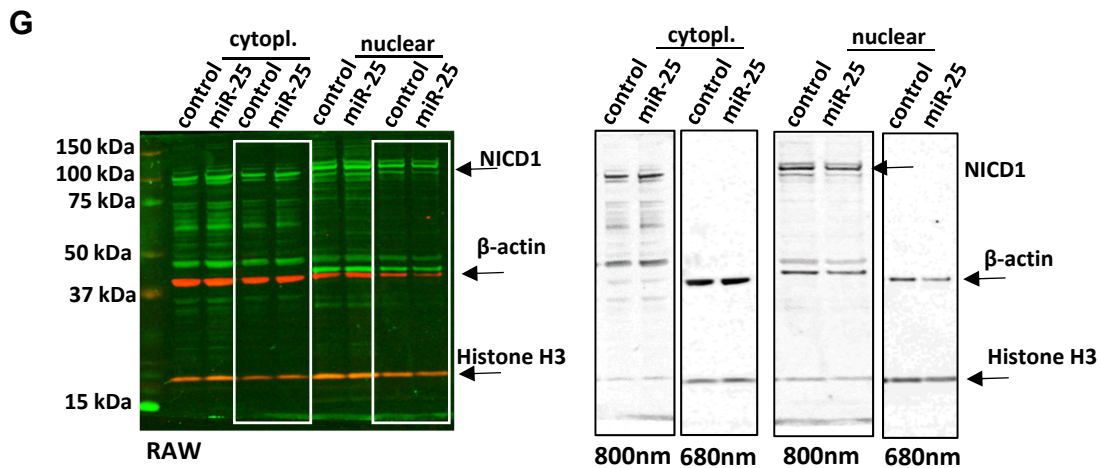

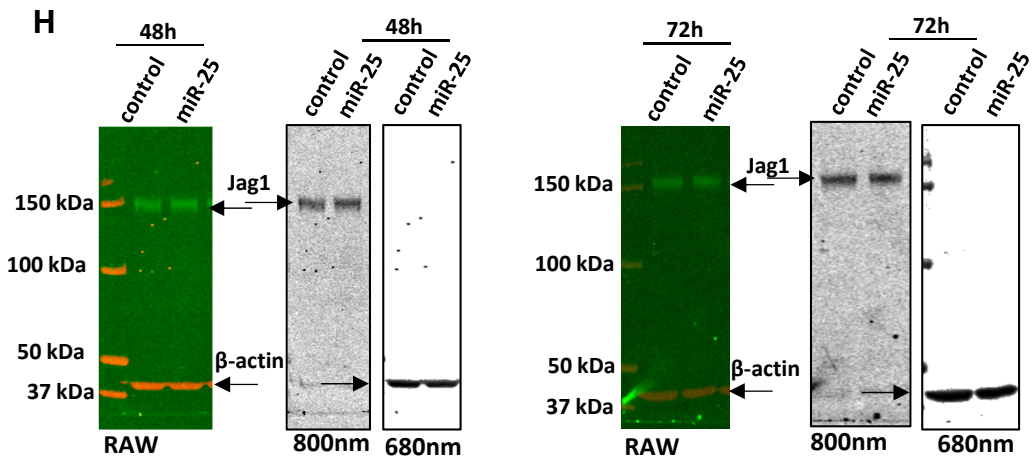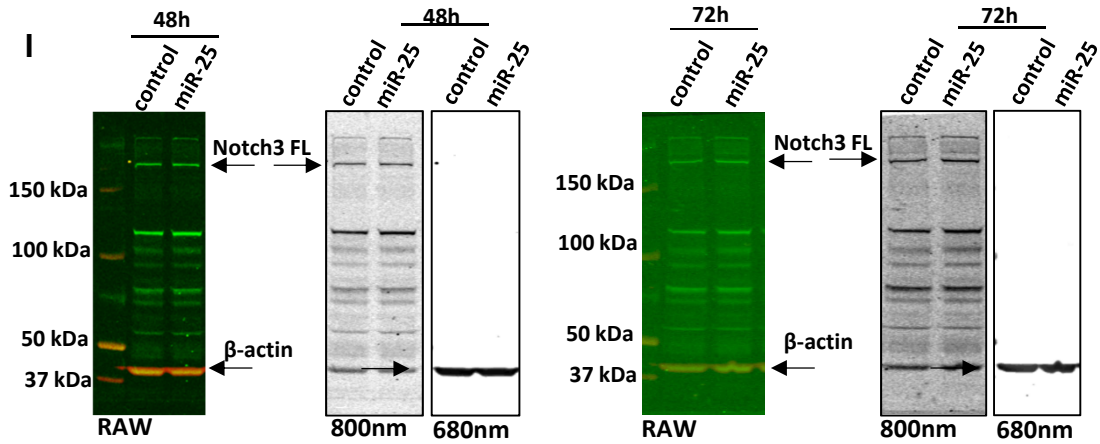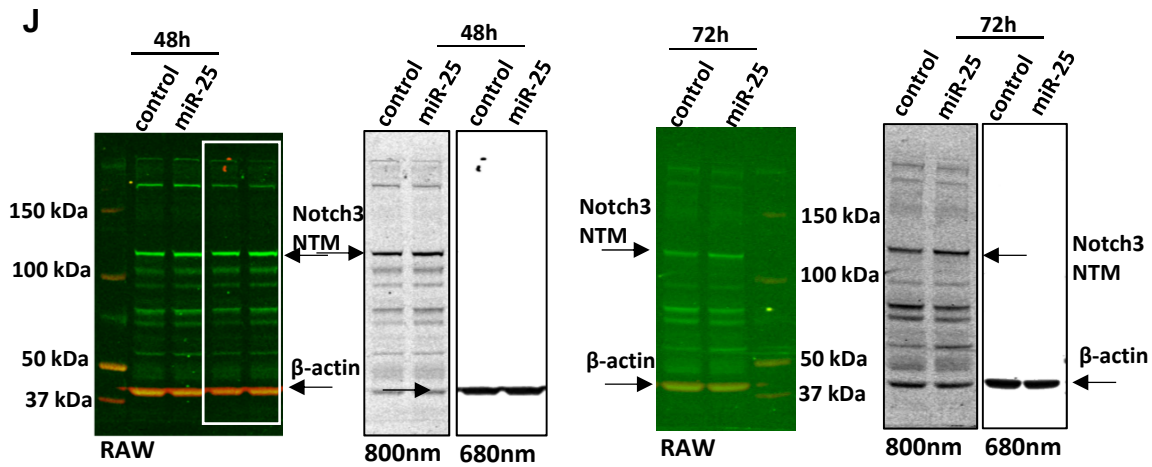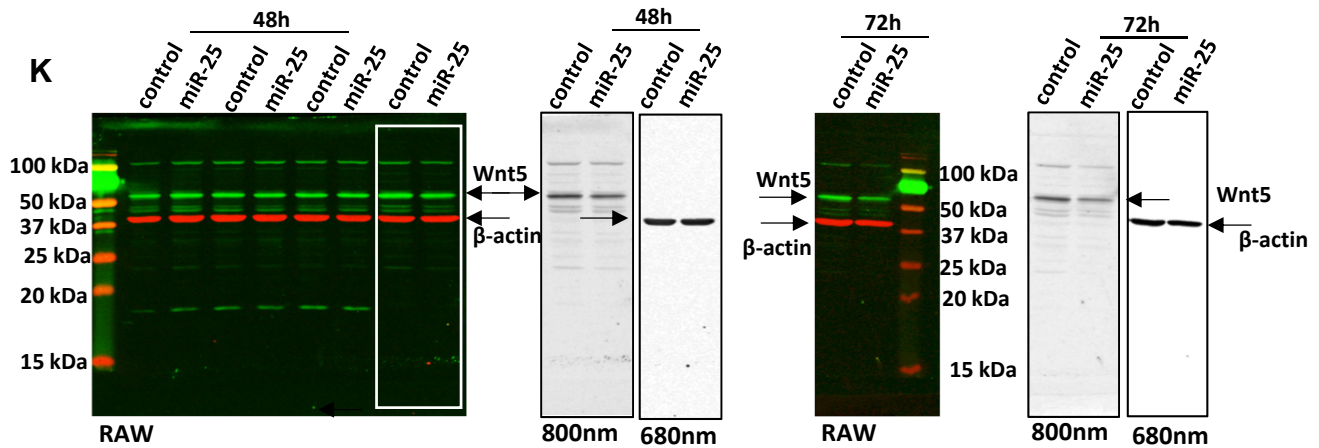

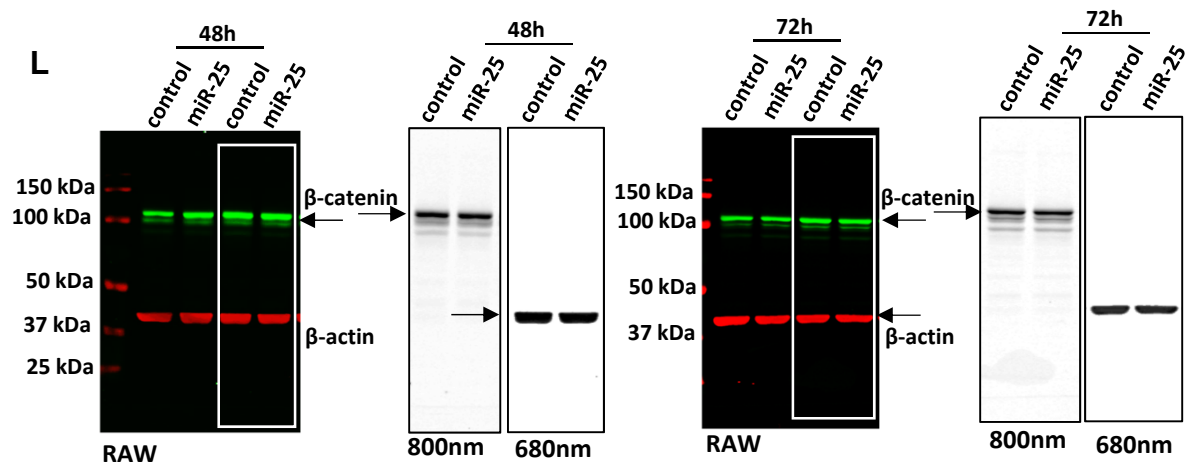

**Supplement:** Supplementary file 1 — Supplementary Information

How the deposited data were processed for this re-analysis (not part of the article)

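Messenger RNA of 199 genes was measured with the nCounter Dx Stem Cell Panel in LX-2 cells transfected with a miR-25 mimic or a control mimic. There were 12 samples: 3 control and 3 miR-25 samples at 24 h and as many at 48 h. Samples were grouped by their labels, and the control and miR-25 sample of 1 transfection formed a pair, since they share a transfection efficiency and the study takes its ratios within replicates. The pairing was checked by the correlation of the deviations of both samples from their group means, which was 0.283 to 0.883 over the 6 pairs. No 2 samples of a group differed by as little as sampling noise, so each counted as 1 replicate.

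The authors deposited raw counts per probe, taken with the Digital Analyser and nSolver 3.0, before any background correction or scaling. The authors' later steps were background correction, scaling by positive control probes, division by the average count of the sample, the ratio within each replicate, correction for transfection efficiency, and a test with false discovery rate q values; these values are in Supplementary Data 2, where replicates carry other letters than in the labels and were matched by transfection efficiency and by the exact line between counts and normalized values. Gene names were taken from the panel sheet of Supplementary Data 2 for 193 identifiers and from a reference table of GRCh38.p14 for 6, and 4 identifiers had no match in that table. No coordinates are given, as the values have no genome build.

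The total over the genes was 321243 to 409581 (median 378382.5) at 24 h and 107377 to 200821 (median 157184) at 48 h. The counts set the precision: with these totals and pairs, counts simulated from the samples' means were tested with the same fit. In each of 3 runs, 30 of the 136 genes tested were changed, 10 of them by 1.5-fold and as many by a smaller and by a 2-fold change; the panel is too small for more. At 1.5-fold the fit called 90% of the changed genes at 24 h and at 48 h, 100% over both time points and 86.7% for the difference. False calls in these comparisons were 4, 7, 15 and 5 of 318 unchanged genes over the runs, and with no gene changed there were 0 of 408. The simulation used 1 common dispersion and left the 10 most abundant genes unchanged, so it is optimistic: a first version that changed more genes, abundant ones included, shifted the totals and gave many false calls, and the simulation, not the fit, was then altered.

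Counts were tested with edgeR 4.0.16 (quasi-likelihood, R 4.3.3), with the total over the genes as library size, the transfection pair as a block and all 12 samples in 1 fit. Genes with a mean of at least 20 counts entered, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. DESeq2 1.42.0, limma 3.58.1 on log2 of the value plus a pseudocount of 1, TMM scaling, 5 reference genes (CLTC, GAPDH, GUSB, HPRT1 and TUBB), other filters, no block, 1 time point alone and each pair left out were alternatives. The study's procedure was repeated with background subtraction, limits of 0.98 and 1.02, the two-stage false discovery rate and a threshold of 1.5-fold, with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The code of the study's procedure was run on simulated counts with no change. Its alternative with a residual per gene was a moderated one-sample test on log2 of the corrected ratios. There the variance of each gene was drawn towards a value shared over genes, so scale and test changed as well. Figures were drawn with matplotlib 3.10.9.

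The genes named in the text were chosen by a rule: each gene the paper names for the NanoString or, where on the panel, the qRT-PCR experiments, the reference genes, the 3 genes with the smallest p in each direction in each comparison among genes changed the same way in every pair, and the 5 genes with the widest range between controls at each time point. For the CK1 and PKC subunits, which the paper's text gives only as groups, those listed as up were taken. Exceptions are stated where they occur. Seed-site tests were left out because transcripts were not used here, and the pull-down experiment has other samples and was not analysed here.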

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

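The test in this part was chosen after the result was seen. The study lists 27 genes as not expressed in all replicates and did not follow them further. Of these, 6 were above the background of the negative control probes in all 12 samples: POU5F1, TCF7, PRKX, SUFU, JAG2 and DTX4. What drew attention to them is that they carry a signal in every sample but have no ratio in Supplementary Data 2. POU5F1, PRKX, SUFU and DTX4 are named because they make up this count, after their values were seen. Their lowest counts in a sample ranged from 7 (TCF7) to 11 (PRKX).

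A candidate explanation is a higher count minimum in the study than the background used here. If so, a single minimum on the lowest count over the samples would part the 27 excluded genes from the genes with ratios. It did: 0 of the excluded genes reached the lowest count of any gene with ratios, as the highest of their lowest counts was 11 and the lowest count among the genes with ratios was 12. The values are in line with such a minimum; the paper's text does not name one. With the mean plus 1 SD of the negative control probes as background, 11 of the 27 genes were above it in every sample. Binding of the probes to transcripts of related genes was not tested, and no biological explanation was tested, since these genes are above background in control and miR-25 samples alike.

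Of these genes JAG2 was higher with miR-25 in 6 of 6 pairs, with a log2 fold change of 0.35 over both time points (standard error 0.13, adjusted p = 0.267 from edgeR's quasi-likelihood test), which did not pass adjustment. TCF7 had a log2 fold change of -0.71 at 48 h (standard error 0.26, adjusted p = 0.25 from the same edgeR test) and was lower in all 3 pairs at 48 h. TCF7, PRKX and JAG2 are also among the genes for which both 48 h samples of replicate 1 lay apart from the other 48 h samples.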

How the results depend on the processing

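The fits of the 24 h result without a pair of 48 h and of the 48 h result without a pair of 24 h, and the settings of the study's procedure that use the genes with ratios or q values in Supplementary Data 2 or combine a gene set with another choice, and TMM scaling of the lists of Fig. 4 and any other scaling of the genes with all 3 pairs on 1 side, were chosen after results were seen.

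With edgeR's quasi-likelihood test, 0 genes were called at 24 h, 1 at 48 h, 0 over both time points and 0 for the difference between time points. DESeq2, limma and TMM or reference-gene scaling gave the same counts, apart from the difference between time points. They also did not change with the genes that have ratios in Supplementary Data 2 or with a mean of at least 100 counts. At an unadjusted p under 0.05 there were 9, 17, 21 and 8 genes. Without the replicate block, 0 genes were called at 48 h, and the numbers at an unadjusted p under 0.05 became 0, 2, 0 and 0; the block changed no other call. With no filter on low counts, 3 genes were called at 48 h, FGF1, PLAU and SOX1, the last with a mean of 11.8 counts and named because it makes up this count. The difference between time points had 1 call, FGF1, with TMM scaling, with DESeq2 and with no filter. With only the 6 samples of the time point in the fit, 3 genes were called at 24 h and 3 at 48 h. Each gene then shares the spread of fewer samples. Without 48 h replicate 1, edgeR's smallest adjusted p at 24 h was 0.0002588, against 0.5425 in the main fit. That pair enters the 24 h test only through the shared spread, so the 0 calls at 24 h depend on sharing it. Other causes were not tested.

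With each pair left out in turn, the count ranged from 0 to 3 at 24 h, from 0 to 2 at 48 h, from 0 to 4 over both time points and stayed at 0 for the difference. The 3 genes at 24 h (FOSL1, CCND1 and CXCL12) and the 4 over both time points were called without 48 h replicate 1. PLAU was called beside FGF1 without 48 h replicate 3, and FGF1 was lost without 24 h replicate 3. A left-out pair of the other time point acts on a test only through the shared spread. Other causes were not tested.

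The study's procedure moved far more. At 24 h its count of 1 became 3 with the direction of the correction taken from the 48 h average ratio, 0 with a residual per gene and 29 with a mean of at least 100 counts, and ranged from 1 to 13 with each pair left out, 13 without 24 h replicate 1. At 48 h its count of 2 became 1 with no correction, 111 with a residual per gene and 47 with a mean of at least 100 counts, and ranged from 1 to 106 with each pair left out, 106 without 48 h replicate 1. No fold threshold and the Benjamini-Hochberg procedure left the counts as they were. Over the genes with ratios in Supplementary Data 2 it called 41 genes at 24 h and 58 at 48 h, with the 48 h direction 26 and 58, and with no correction 0 and 0. Over the genes with q values and the 48 h direction it called 22 and 50, and with a mean of at least 100 counts and no correction 0 and 0. The pooled residual is set by the genes entered; apart from that construction the cause was not tested.

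With the mean plus 1 SD of the negative control probes, 13 genes in place of 31 were above background in no sample, while the numbers in some and in all samples stayed within 1.5 times. The 37 genes that the paper names with a direction include the CK1 and PKC subunits listed as up. Of the 37, 22 lay on the stated side at 24 h and 35 at 48 h. With TMM scaling, reference genes or 1 pair left out these were 22 to 26 and 32 to 36. The 48 h numbers are no independent evidence, as the lists follow the side of the 48 h average. The medians of the lists of Fig. 4 kept their sign with reference genes. With TMM scaling the median log2 ratio of the genes listed as down at 24 h moved from 0.017 to -0.018, with all 3 pairs below 0 in place of all 3 above, and 17 in place of 28 of these genes had an average ratio above 1. All 3 pairs were then below 1 for 11 of these genes at 24 h in place of 3, and for 12 in place of 20 at 48 h; for the genes listed as up all 3 were above 1 for 13 in place of 17 and for 34 in place of 23. The other 3 medians moved by less than the spread between pairs, to -0.084 for the genes listed as down at 48 h, and to 0.036 at 24 h and 0.157 at 48 h for those listed as up. Of 138 log2 ratios of named genes, 8 moved by more than the spread between pairs with TMM scaling, none did with reference genes or with 1 pair left out, and no called gene changed its direction. Tests of miR-25 seed sites were not run, as no transcript sequences were used here, nor were other pseudocounts or fixed minimums, which were meant for values without counts or negative probes. The lower totals at 48 h limit what could be called there: of the smallest of the 3 simulated changes, 63.3% were called at 48 h and 96.7% at 24 h.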

Differences from the paper's values

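The settings over the genes with ratios or q values in Supplementary Data 2 for the study's procedure, and the fits that leave out a pair of the other time point, were chosen after the values were seen. The paper gives 87 genes as dysregulated, a number not stated by time point. In its Supplementary Data 2 the corrected ratio lies beyond 1.5-fold with a q value under 0.05 for 22 genes at 24 h, 21 up and 1 down. The steps of the study's procedure, applied here to all genes with a value above 0 in every sample, called 1 gene at 24 h and 2 at 48 h. These genes are among the 27 without ratios in Supplementary Data 2, so the set tested is wider than the paper's. At 24 h no alternative set before the data were examined came within 1.5 times of 87, the highest being 29 with a mean of at least 100 counts, of which 23 are among the paper's genes. This 29 is within 1.5 times of the paper's 22 at 24 h, and 17 of the 22 are among its genes; no correction (1), the 48 h direction (3), a residual per gene (0), no fold threshold (1), the Benjamini-Hochberg procedure (1) and leaving out replicate 1, 2 or 3 (13, 1 and 1) did not come that close. At 48 h a residual per gene, which also changed the scale and the test, gave 111 genes, which include all 87. Leaving out 48 h replicate 1 gave 106, which include 65 of them. No correction, the 48 h direction, no fold threshold and a mean of at least 100 counts did not come that close. Neither did the Benjamini-Hochberg procedure or leaving out replicate 2 or 3. Over the genes with ratios in Supplementary Data 2, chosen after the values were seen, 58 genes were called at 48 h with either direction of the correction, which leaves out 37 of the paper's genes, and at 24 h 41 or, with the 48 h direction, 26, which leave out 53 and 65. Over the genes with q values and the 48 h direction, also chosen after the values were seen, 22 were called at 24 h and 50 at 48 h, leaving out 65 and 37. At 24 h this setting reached the paper's 22 and dropped 0 of these genes. The 26 and 41 genes called over the genes with ratios also hold all 22 and add 4 and 19; of these counts only 26 is within 1.5 times of 22. A mean of at least 100 counts at 48 h gave 41 of the paper's genes. Without 24 h replicate 1, DLL3, GAS1 and GLI1 of the paper's genes were called at 24 h; DLL3 and GAS1 are named because they make up this count, after their values were seen.

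With edgeR's quasi-likelihood test the numbers beside the paper's 87 were 0 at 24 h and 1 at 48 h, and no alternative came within 1.5 times of 87. Beside the paper's 22 at 24 h the number was also 0, and no alternative came within 1.5 times of it, the highest being 3 in the fit of that time point alone. FGF1, called at 48 h, is among the paper's genes. Further genes of the paper were called as follows: PLAU at 48 h with no filter or without 48 h replicate 3, PLAU and CXCL12 at 48 h in the fit of that time point alone, FOSL1 and CXCL12 at 24 h in the fit of that time point alone and, chosen after the values were seen, without 48 h replicate 1, and DVL3, FOSL1 and CXCL12 over both time points without 48 h replicate 1.

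The corrected average ratio at 24 h differed by more than 1.5 times and by more than the spread between pairs for 8 of 36 named genes, and for none at 48 h. For 13 further genes at 24 h the value here was 1.38 to 1.44 times above or below the paper's, which this criterion does not count; the other 15 at 24 h and all 36 at 48 h were within 2%. The paper's value was 0.773 for NOTCH1, where 1.516 was obtained here, and 0.7302 for ADAM17 (here 1.453). For FZD1 the paper gives 0.8237 (here 1.663), and for FZD3 0.7391 (here 1.498). For RAB23 the paper gives 0.7895 (here 1.635), and for PLAU 0.7512 (here 1.484). For PRKCH the paper gives 1.314 (here 0.658), and for CCND2 1.296 (here 0.669). For all 8 the values did not differ with the direction of the correction taken from the 48 h average ratio, and they were then equal to the paper's to 2 significant digits; with no correction they did not differ by more than 1.5 times. With pairs left out, ADAM17, FZD3 and CCND2 no longer differed without 24 h replicate 1 (1.01, 0.757 and 0.982), PLAU and PRKCH without replicate 3 (1.01 and 0.992), and RAB23 without replicate 2, where its value of 1.61 lay within the spread between pairs of the paper's. In the other cases the difference stayed.

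The paper names COL1A1 and SMAD4 as significant only at the earlier time point, while its Supplementary Data 2 gives q values of 0.0452 and 0.0439 for them at 48 h; with edgeR's quasi-likelihood test neither gene passed at either time point. The paper's text names CTBP2 as raised, but its ratio was 0.998 at 24 h and 0.964 at 48 h. DVL2, also named as raised, had a ratio of 1.02 at both time points. Of the genes named as lowered, 10 of 16 had an average log2 ratio above 0 at 24 h before correction, with scaling to the total. With TMM scaling the 24 h averages of ADAM17, FZD5, SMO, CDH2 and COL1A1 fell below 0, and with reference genes those of SMO and CDH2.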

Other observations

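The tests of the correction for transfection efficiency, of the direction of the correction, of 48 h replicate 1, of the counting efficiency of the lane, of the number of genes at an unadjusted p under 0.05 over label exchanges and of transfection efficiency against spread were chosen after results were seen.

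The number of genes called by the study's procedure may rest on the correction for transfection efficiency. Over the genes with ratios in Supplementary Data 2, 0 genes were called at 24 h without the correction, against 41 with it, and 0 at 48 h, against 58. None of these genes had an average ratio beyond 1.5-fold before the correction. The fold threshold therefore fixed the 0 calls in advance, and any call over these genes needed the correction. With the planned set of 141 genes the study's procedure called 1 and 2 genes with the correction and 1 and 1 without it, so that the dependence was not seen there, and the other gene set was chosen after these values. With a mean of at least 100 counts, 0 genes were called without the correction at either time point, for the same reason. For genes with such a mean, simulated counts with no change gave calls with the correction only. When the labels of control and miR-25 were exchanged within 1 pair, over the genes with ratios, the procedure called 17, 18 and 42 genes at 24 h, against 41 with the real labels, and 50, 43 and 64 at 48 h, against 58. With the planned gene set, which includes genes without ratios in Supplementary Data 2, 4 of the 4 exchanges at 24 h, real labels included, gave as many calls as the real labels, and 4 of 4 at 48 h; a set of 4 cannot exclude chance. A true effect of miR-25 below 1.5-fold stays open.

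In Supplementary Data 2 the direction of the correction at 24 h followed the 48 h average ratio for 87 of 87 genes, in line with a direction taken once from 48 h and used at both time points. The listed q values are lower than the P values for 59 genes at 24 h and 43 at 48 h. A two-stage procedure could account for this, as it returned 174 of 174 q values to within 0.005.

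For the 1 gene that edgeR's quasi-likelihood test called at 48 h, chance could not be excluded by exchanging labels within pairs: 1 of 4 exchanges, the real labels, called as many genes, which is the smallest number the design allows. At 24 h, over both time points and for the difference between time points the real labels called 0 genes, so that the 4 of 4 exchanges, 32 of 32 exchanges and 10 of 10 splits with as many calls decide nothing. By the number of genes at an unadjusted p under 0.05, the real labels gave 21 over both time points, against 18 at most and a median of 4 in the other exchanges, the highest of 32. At 48 h this number was 17, against 9 at most in the other exchanges, and at 24 h it was 9, which another exchange also reached. Splits of the 48 h samples that keep 2 pairs whole and part the other differ from the real split. With the pair as a block, pairs kept whole add nothing to the effect, which then rests on 1 pair. Such splits are therefore no comparison for the real labels. A shared effect of miR-25 was also tested by the correlation across genes of the log2 ratios of different pairs, whose mean was 0.068 over the 15 comparisons of 6 pairs (exact permutation p = 0.1875, one-sided). With a mean of at least 100 counts and background subtracted, it was 0.142 (exact permutation p = 0.0625, one-sided). Genes are not independent replicates, and neither a shared small effect nor its absence can be told from these values.

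Both 48 h samples of replicate 1 lay apart from the other 48 h samples, with 14 genes different by more than 2-fold in both, against 3 and 2 genes for replicates 2 and 3 of 48 h. CXCL12 and ZIC2 differed the most. CXCL12 had 889 and 551 scaled counts there and 7890 to 8649 in the others, and ZIC2 190.1 and 174 against 6.7 to 11.9. Sampling noise of low counts is argued against by 3 of the genes, COL1A1, MAPK9 and CXCL12, which had a mean of at least 1000 counts. A single mislabelled or mixed sample would not move both, whereas the deviations of the 2 samples had a correlation of 0.883 across genes. Scaling to the total count, or any factor per sample in scaling, is not the whole cause, as a factor shifts all genes of a sample alike: with the factor that leaves the fewest, 17 genes were over 2-fold in each of the 2 samples, against at most 4 in any sample of the other pairs. With reference-gene scaling 9 of the 14 genes still differed by more than 2-fold. GUSB, 1 of the 5 reference genes, is itself among the 14, so this number decides nothing. With the other 4 reference genes, 15 genes were over 2-fold in both samples, and all 14 were among them. MAPK9 is named because it makes up a count. For an exchange with samples of 24 h, the test set first was the distance over all genes, which by itself did not argue against one: the root mean square log2 distance was 0.702 to the 24 h samples and 0.764 to the other 48 h samples, a difference of -0.063. The 24 h pairs, however, lay only 0.133 to 0.224 from the other 24 h samples. An exchange with a 24 h pair would leave a 24 h pair out of place, and the largest number of genes over 2-fold in both samples of a 24 h pair was 0. A wrong time label without a partner is argued against by 10 genes, MAPK9 and CXCL12 among them, that were over 2-fold from the 24 h mean in both samples, against 0 genes for each 24 h pair. A difference between transfections stays open: each pair is its own transfection, and the 24 h pairs with 0 such genes do not exclude a batch at 48 h. No biological explanation was tested, as both samples share the time point of the others.

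The spread of the log2 ratios of a pair over 108 genes was not related to the relative miR-25 level over the 6 pairs (Pearson r = 0.241, exact permutation p = 0.624; Spearman rho = 0.257, exact permutation p = 0.658), with r = 0.317 without the 2 pairs farthest from the median. More miR-25 giving larger changes can be neither shown nor excluded with 6 pairs. Against transfection efficiency, a relation that was not planned, r was -0.865 (exact permutation p = 0.025, 0.05 adjusted over the 2 relations; Spearman rho = -0.829, exact permutation p = 0.0583). Without the 2 farthest pairs r was -0.447, so the relation rests on them. Each time point holds 3 pairs, too few for a value within it, and depth differs between them. The spread was 0.0965 to 0.102 at 24 h and 0.129 to 0.247 at 48 h. Counting error alone gives an SD of 0.0788 to 0.0807 and of 0.104 to 0.138. Neither relation therefore separates changes by miR-25 from counting error.

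The total count was higher in the miR-25 sample in 6 of 6 pairs, by 1.01 to 1.45 times (exact sign-flip permutation p = 0.03125, the smallest 6 pairs allow). The counting efficiency of the lane could contribute, as the positive control probes were also higher in 5 of 6 pairs (0.906 to 1.07 times; exact sign-flip permutation p = 0.4375). The total rose relative to these probes in 5 of the 6 pairs (0.947 to 1.37 times; exact sign-flip permutation p = 0.0625), so that the lane would not account for the whole rise in those pairs, but with 6 pairs and 1 that goes the other way this stays open. The amount of RNA in each assay was set by the study, and its error is not known; an effect of miR-25 on the amount of these transcripts was not tested.

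The paper reports JAG1, HES1 and CTNNB1 by other methods. In the NanoString counts JAG1 had a ratio of 1.02 ± 0.03 (SD, n = 3 pairs) at 24 h and of 0.993 ± 0.065 at 48 h, HES1 of 0.993 ± 0.099 and 1.05 ± 0.27, and CTNNB1 of 0.978 ± 0.012 and 0.984 ± 0.029. The average log2 ratio of JAG1 changed sign with TMM scaling at both time points, and that of CTNNB1 did so at 48 h. PPARG, with a mean of 5.75 counts, was near the background.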
